# Silencing of core transcription factors in human EC cells highlights the importance of autocrine FGF signaling for self-renewal

**DOI:** 10.1186/1471-213X-7-46

**Published:** 2007-05-16

**Authors:** Boris Greber, Hans Lehrach, James Adjaye

## Abstract

**Background:**

Despite their distinct origins, human embryonic stem (hES) and embryonic carcinoma (hEC) cells share a number of similarities such as surface antigen expression, growth characteristics, the ability to either self-renew or differentiate, and control of the undifferentiated state by the same core transcription factors. To obtain further insights into the regulation of self-renewal, we have silenced hES/hEC cell-specific genes in NCCIT hEC cells and analysed the downstream effects by means of microarrays.

**Results:**

RNAi-mediated silencing of OCT4 and SOX2 induced differentiation with mesodermal characteristics. Markers of trophoblast induction were only transiently up-regulated in the OCT4 knock-down. Independent knock-downs of NANOG produced a proliferation rather than a differentiation phenotype, which may be due to high NANOG expression levels in the cell line used. Published ChIP-chip data from hES cells were used to identify putative direct targets. RNAi-mediated differentiation was accompanied by direct down-regulation of known hES/hEC cell markers. This included all three core transcription factors in the case of the OCT4 and SOX2 knock-downs, confirming previous findings of reciprocal activation in ES cells. Furthermore, large numbers of histone genes as well as epigenetic regulators were differentially expressed, pointing at chromatin remodeling as an additional regulatory level in the differentiation process. Moreover, loss of self-renewal was accompanied by the down-regulation of genes involved in FGF signaling. FGF receptor inhibition for short and prolonged periods of time revealed that the ERK/MAPK cascade is activated by endogenously expressed fibroblast growth factors and that FGF signaling is cruicial for maintaining the undifferentiated state of hEC cells, like in hES cells.

**Conclusion:**

Control of self-renewal appears to be very similar in hEC and hES cells. This is supported by large numbers of common transcription factor targets and the requirement for autocrine FGF signaling.

## Background

Human embryonic stem cells (hESCs) are, like mouse ES cells, derived from the inner cell mass of blastocyst-stage embryos and capable of differentiating along the three germ layer lineages *in vivo *and *in vitro *[1,2]. Another defining property of ES cells is their ablity to self-renew under appropriate conditions, i.e. to give rise to equivalent daughter cells allowing indefinite propagation in culture [3]. The undifferentiated state is maintained by the action of transcription factors (TFs) some of which are ES cell-specific and common between human and mouse ES cells [4-7]. Boyer et al. [8] have identified binding sites of the core transcription factors OCT4, NANOG, and SOX2 within regulatory regions of most known genes by ChIP-chip analyses using human ES cells. This landmark study revealed that these three factors bind to large numbers of both transcribed and inactive genes many of which are co-occupied by at least two of these three factors. These included the *OCT4*, *NANOG*, and *SOX2 *genes themselves, thus suggesting auto and reciprocal regulation amongst themselves, which is supported by independent findings [9-11]. A number of target genes inactive in hES cells were developmental regulators, thus suggesting that the core transcription factors maintain the undifferentiated state by directly repressing these. Another level of transciptional repression has recently been revealed by genome-wide location analyses of Polycomb complexes which repress their target genes through epigenetic modification of chromatin structure [12,13]. ES cell chromatin is characterised by an overall decondensed structure, active histone marks and a large fraction of only loosely bound proteins, notably histones. Furthermore, chromatin remodelling factors may actively contribute to stem cell maintenance and early differentiation [[14], and reviewed in [15]].

Despite these similarities between human and mouse ES cells there are striking differences with regards to surface marker expression, signaling pathways promoting self-renewal [16-19], and overall growth properties. For instance, mouse ES cells are positive for the cell surface antigen SSEA1 but not for SSEA3 and 4. Conversely, hESCs are negative for SSEA1 but stain positive for SSEA3 and 4 [20]. In hES cells, activation of SMAD 2/3 by TGFβ/Activin/Nodal (TGFβ pathway) and suppression of BMP signaling is required for the maintenance of the undifferentiated state, in Serum Replacement-containing medium [21-24]. Moreover, FGF signaling appears to fulfill a master regulatory role in sustaining hESC self-renewal since these cells can be propagated under chemically defined conditions with bFGF supplementation only [25]. Furthermore, unlike mESCs, human ES cells display very low replating efficiencies with high rates of spontaneous differentiation when seeded as individual cells [26]. Thus, they need to be passaged as clumps of cells, which also enhances their karyotypic stability [27].

RNA interference [28] is a powerful tool to investigate self-renewal in ES cells [29]. Unfortunately, human ES cells are inefficiently transfected using conventional lipofection protocols. However, human embryonic carcinoma cells may present an alternative model system, as recently proposed [30]. These are the stem cells of teratocarcinomas, a subset of germ cell tumors. Despite their distinct origin, hEC cells share a number of characteristics with hES cells such as cellular morphology, surface antigen expression, differentiation capacity, and control of the undifferentiated state by OCT4 [31-33]. In addition, the overall gene expression profiles of hEC and hES cells appear to be very similar [[34,35], and Additional file 1]. Moreover, most hEC cell lines do not require special culture conditions such as feeder layer support or the addition of extrinsic factors. This, however, may be due to their aneuploid nature resulting in part from an adaptation to the culture environment. In fact, hES cells tend to acquire similar chromosomal abnormalities as hEC cells do [34,36,37]. Moreover, the need to maintain most hEC cell lines at high density [31] may be an indication for autocrine activation of signaling pathways sustaining self-renewal. However, this remains to be investigated.

For these reasons, hEC cells may be a suitable model for studying the regulation of self-renewal in pluripotent human cells. Results obtained from such an analysis may be extrapolated to hES cells or reveal specific differences between the two types of cells.

## Results and discussion

### Silencing of gene products enriched in hEC and hES cells

Genes controling the maintenance of the undifferentiated state in hES cells may be ES cell-specific and/or down-regulated upon differentiation. Based on these requirements we performed whole genome expression analysis of hES cells and compared these samples to universal reference RNA of pooled cell lines (Additional file 1). This resulted in the identification of > 1000 genes that are preferentially expressed in hESCs (ratio > 3). To further filter the dataset we used expression data of undifferentiated vs. differentiated hES cells and work published by others [4,34,38-43]. We then defined a set of genes supported by a maximum number of these datasets to be enriched in undifferentiated hESCs, regardless of their putative functions. A subset of these genes was confirmed to be also expressed in hEC cells and selected for RNAi-mediated knock-down. We monitored the effects of these perturbations by morphological criteria as well as measurements of *OCT4*, *NANOG*, and *SOX2 *expression levels (Fig. 1A). The majority of knock-downs did not reveal apparent morphological changes and displayed normal mRNA levels of the core transcription factors. This suggests that these genes do not have master regulatory roles in maintaining the undifferentiated state, while we cannot rule out insufficient silencing efficiencies as an alternative explanation for our observations in some cases (Fig. 1A). Silencing of OCT4 and SOX2 produced apparent morphological changes in that cells treated with OCT4 and SOX2 esiRNA [44] differentiated from 1–2 days post transfection.

**Figure 1:**
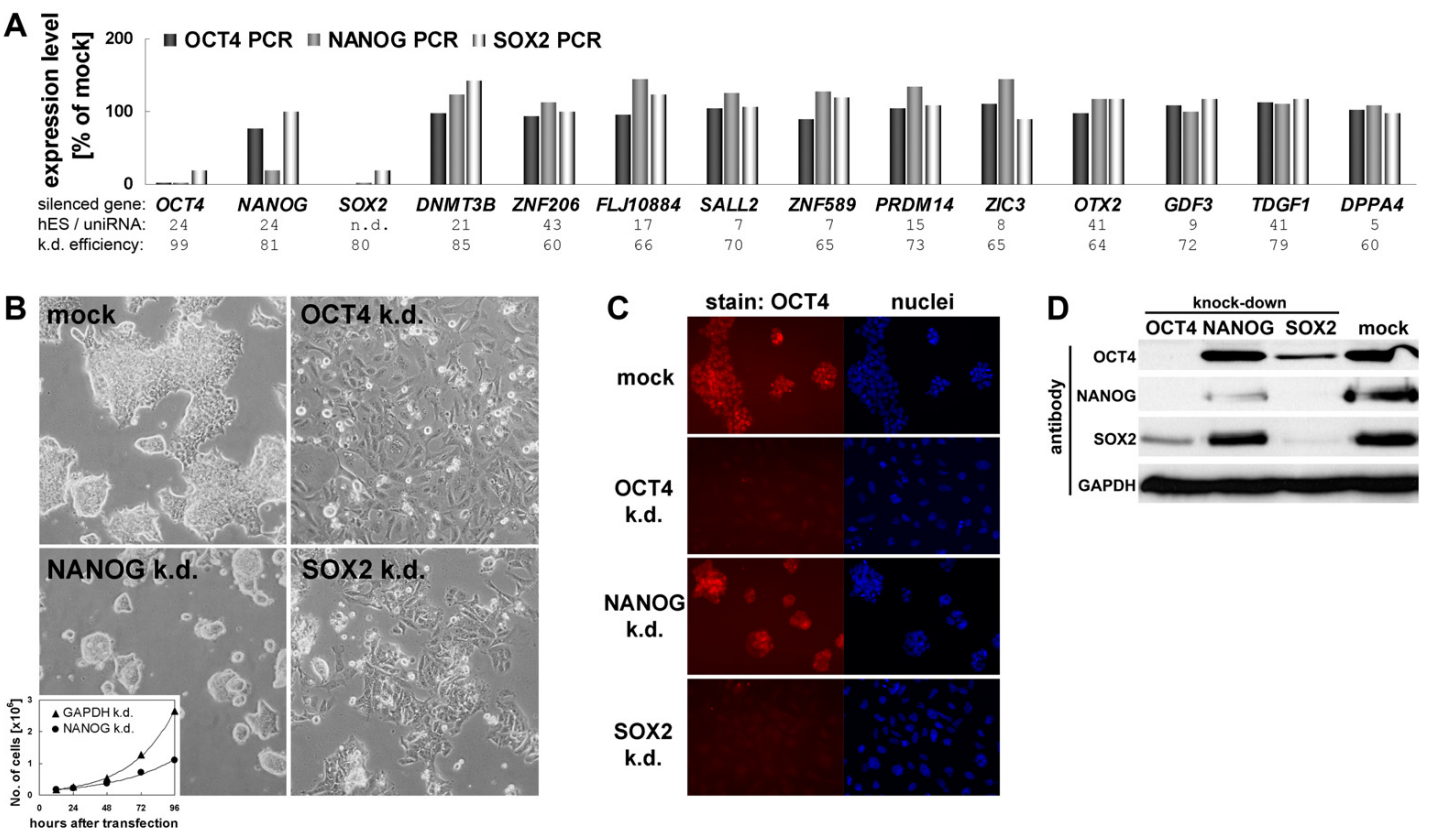
Silencing of OCT4, NANOG, and SOX2 in hEC cells. (A): Initial RNAi screen on hESC marker genes in hEC cells. esiRNA-treated samples were evaluated on the basis of cell morphology and changes in *OCT4*, *NANOG*, and *SOX2 *expression levels (by real-time PCR). Numbers at the bottom are array-based expression ratios of hESCs vs. universal reference RNA. The values for *GDF3 *and *OTX2 *are from an in-house platform (our unpublished data) and [34], respectively. Knock-down efficiencies were between 60 and > 90% throughout (not shown). (B): RNAi phenotypes in the OCT4, NANOG, and SOX2 knock-downs. Pictures were taken 2.5 days after esiRNA transfection. The morphology of unmanipulated or mock-treated cells was dependent on the seeding density. When plated at low density as required for esiRNA transfections the cells grew as 3D-shaped colonies rather than in monolayers. Bottom left: Growth curves of NANOG vs. GAPDH esiRNA-transfected cells. (C): Immunostaining of OCT4 protein in samples prepared as in (B). Note that the NANOG RNAi cells are OCT4 positive. (D): Western blot on day 3 RNAi and mock control samples using OCT4, NANOG, and SOX2 antibodies. GAPDH served as a loading control.

The NANOG knock-down, somewhat surprisingly, yielded a diminished proliferation phenotype (Fig. 1B). In contrast, in human ES cells silencing of NANOG has been shown to result in the loss of pluripotency [45,46]. To confirm the NANOG RNAi phenotype in our hEC cells we employed a second esiRNA pool corresponding to a different region of the transcript. Again, we observed a significant reduction in cellular proliferation (not shown). Moreover, we did not observe this in any other knock-down performed, thus suggesting that the phenotype is specific. In contrast to the OCT4 and SOX2 RNAi samples, cells treated with NANOG esiRNA remained OCT4 positive, as monitored by immunocytochemistry (Fig. 1C). Western blot analysis showed that SOX2 protein levels also remained unaffected in the NANOG knock-down. In contrast, silencing of OCT4 also caused strong down-regulation of SOX2 and diminished NANOG to levels below those in the NANOG knock-down itself. Likewise, silencing of SOX2 caused substantial reduction of both OCT4 and NANOG protein (Fig. 1D). With the exception of the NANOG knock-down these data are in agreement with the model of auto and reciprocal regulation between the three transcription factors [8-11]. To investigate whether the failure of NANOG silencing in reducing OCT4 and SOX2 levels points at a bona fide biological difference between hEC and hES cells or to a specific characteristic of the hEC cell line used [47], we employed a different batch of NCCIT cells (ATCC CRL-2073). Again, we observed somewhat reduced proliferation but no differentiation following the silencing of NANOG, regardless if using a single esiRNA pool or a combination of esiRNAs 1 and 2 (Additional file 2A). In contrast, in lines 2102Ep and NTERA2 OCT4 and SOX2 levels were altered and *CDX2*, a marker of trophoblast induction [48], was up-regulated. However, while 2102Ep cells completely differentiated towards a TE-like phenotype with prominent nuclei, NTERA2 cells only showed partial differentiation and modest induction of later trophoblast markers *KRT7 *[18] and *HCG*. Hence, there appears to be heterogeneity between available hEC cell lines, whereas the NANOG RNAi phenotype in hES cells may probably be best mimicked with the 2102Ep line [30,45,46]. However, due to OCT4 and SOX2 levels being unchanged in the NANOG knock-down (Fig. 1D), we reasoned that the NCCIT line may be best suited to reveal NANOG-dependent genes on a global scale (see below).

As a possible explanation for the failure of NCCIT cells to differentiate following the silencing of NANOG, we considered that the NANOG protein level in the RNAi samples may still be sufficiently high to sustain self-renewal. This may seem likely given that chromosome 12 (where *NANOG *is located) is frequently amplified in hEC cells as compared to karyotypically normal hES cells [34] and because the NANOG knock-down was incomplete (Fig. 1D). Hence, NANOG protein levels in esiRNA-treated and mock-transfected NCCIT cells were compared to that in undifferentiated hES cells grown in a chemically defined medium [25]. Indeed, it appeared that NANOG is substantially more abundant in NCCIT cells as compared to hES cells and that the level after knock-down is still in the range of that in self-renewing hES cells (Additional file 3).

### Global expression analysis

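NCCIT cells, a human embryonal carcinoma (hEC) line, were either mock-treated with transfection reagent that held no esiRNA or treated with esiRNA against OCT4, NANOG, or SOX2. Each of these 4 conditions has 3 biological replicate arrays, 12 in all. The cells were harvested on day 2 after seeding at 20000 cells per cm2 according to the methods, whereas the labels of the samples state day 2.5 and 70000. From 300 ng of total RNA, labelled cRNA was hybridised to single-colour Illumina BeadChips, on which beads that carry one probe each are read as a mean intensity per probe. The arrays' files hold these intensities for 47289 probes (4 bacterial control probes were left out) with the background still in and before any normalisation, and a detection value, the share of negative control bead types that were dimmer than the probe. The summed intensity had a median of 12944232 on the mock arrays, 17427522 in the OCT4, 14394269 in the NANOG, and 14709837 in the SOX2 knock-down, and ranged from 12433029 on a mock array to 19594676 on an OCT4 array. Detected probes, with a detection value of at least 0.99, numbered 11196 to 11709 on the mock arrays, 12611 to 12858 with OCT4 silenced, 11644 to 12270 with NANOG silenced, and 11840 to 12136 with SOX2 silenced. A background of 93.5 to 119 per array, the mean of the negative controls as recovered from the detection values, was subtracted. Each array was then multiplied by a single factor, computed from probes that kept their rank against the mean of the mock arrays, which is the kind of normalisation the methods name. The factors were 0.932 to 1.06 for the mock arrays, 0.559 to 0.668 for the OCT4 knock-down, 0.790 to 0.936 for the NANOG knock-down, and 0.765 to 0.928 for the SOX2 knock-down. Signals below 20, the threshold signal of the methods, were set to 20 and the log2 was taken. A linear model over all 12 arrays was fitted with limma to the 12374 probes detected on every replicate array of at least 1 condition. A probe was called higher or lower when its limma p, after Benjamini-Hochberg adjustment over these probes, was below 0.01 and its fold change at least 1.5. For the methods' t-test and a custom model of the manufacturer the paper gives a limit of 0.01 without adjustment, and the latter was not used here. Gene symbols were taken from Table S1 of the paper, which names 2985 of the probes. It lists genes that the paper called changed, so a gene not paired here may still have a probe on the arrays. Where a gene was detected on none of the arrays of one condition, its fold change is given as a lower bound against the dimmest detected signal of those arrays. Where only some arrays of the dimmer condition lie at 20, and none of the brighter, the change is computed with that value and is a lower bound as well. Across the tested probes, replicate arrays of one condition correlated at r of 0.992 to 0.996. The number of arrays limits the precision of each value, given as mean ± SD over n = 3 arrays.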

To reveal the overall downstream effects of the individual perturbations, we performed whole genome expression analysis on a quantitative microarray platform [49]. 

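On the arrays, the probe for NANOG (GI_13376297-S) had a signal of 249 ± 18.5 (SD, n = 3) in the mock control and 59.4 ± 3.58 in the NANOG knock-down, a log2 fold change of -2.07 (standard error 0.07, limma adjusted p 8.04e-09). It was detected on no array of the OCT4 and SOX2 knock-downs, where it was at least 12.4-fold and 11.9-fold lower. The OCT4 probe (POU5F1, GI_42560247-A) had 469 ± 49.8 in the mock control and lay at the threshold of 20 on every array of the OCT4 and SOX2 knock-downs, at least 22.4-fold lower in the latter. With NANOG silenced it had 350.2 ± 20.2, a log2 fold change of -0.42 (limma adjusted p 0.00218) that is smaller than 1.5-fold. No probe was paired with SOX2 here. In the OCT4 knock-down, 2124 probes were called higher and 1080 lower. The NANOG knock-down had 656 higher and 528 lower, and the SOX2 knock-down 2095 higher and 1013 lower. At an unadjusted limma p under 0.05, without the fold criterion, 7446, 5024, and 7232 probes differed from the mock control in the OCT4, NANOG, and SOX2 knock-downs. Of the probes called higher, 348, 58, and 335 in the same order were detected on none of the mock arrays. Without any scaling between arrays, the OCT4 knock-down had 7347 probes higher and 324 lower, with a median log2 fold change of 0.71 over all tested probes against 0.04 with scaling. Of the probes that Table S1 of the paper lists as up-regulated in the OCT4 knock-down, 1680 of 1683 were called higher here, and of those listed as down-regulated 960 of 1073 were called lower. For the NANOG knock-down, 421 of 423 listed as up-regulated were called higher. Every one of these probes had the listed direction.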

Using stringent filtering criteria revealed large numbers of differentially expressed genes which are presented as supplementary information (Additional file 4 A–F). 

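The called probes made up 25.9% of the tested probes in the OCT4 knock-down, 25.1% in the SOX2 knock-down, and 9.57% in the NANOG knock-down. A direct contrast of the OCT4 and NANOG knock-downs gave 1757 probes that were higher and 957 that were lower with OCT4 silenced. With each of the 12 arrays left out in turn, the NANOG knock-down had 517 to 718 probes higher and 433 to 549 lower. In the same refits the OCT4 knock-down had 2007 to 2111 higher and 1012 to 1087 lower, and the SOX2 knock-down 1987 to 2083 higher and 990 to 1019 lower. Higher calls made up 66.3% of the calls in the OCT4 knock-down, 67.4% in the SOX2 knock-down, and 55.4% in the NANOG knock-down. Quantile normalization, which forces the arrays onto one distribution, lowered these shares to 52.3%, 52.5%, and 51.3%. The largest rises among probes detected on every array of both conditions were those of FLJ23091 (GI_31542744-S), from 33.5 ± 7.98 to 2022 ± 31.3 with OCT4 silenced, and of SESN3 (GI_31377590-S), from 63.5 ± 2.26 to 346 ± 6.57 with NANOG silenced. FLJ23091 also rose most in the SOX2 knock-down, to 2228 ± 78.6. The largest falls were those of a probe without a gene symbol, from 5112 ± 255 to 69.2 ± 10.2 with OCT4 silenced and 34.8 ± 11.6 with SOX2 silenced, and of LOC338756 (GI_37541926-S), from 1945 ± 148 to 116 ± 7.65 with NANOG silenced.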

The numbers, as expected given the vast change in cellular identity (Fig. 1B), were higher in the OCT4 and SOX2 knock-downs. 

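Of the probes called lower in the OCT4 knock-down, 914 were also lower in the SOX2 knock-down, which is 84.6% of the former set and 90.2% of the latter. Of the probes called higher, 1851 were shared, 87.1% of the OCT4 set and 88.4% of the SOX2 set. All 3 knock-downs shared 274 lower and 356 higher probes, and the OCT4 and SOX2 knock-downs without the NANOG knock-down 640 lower and 1495 higher probes. The probes called in a single knock-down numbered 140 lower and 246 higher for OCT4, 88 and 225 for SOX2, and 217 and 254 for NANOG. Across the tested probes, which are not independent replicates, the log2 fold changes of the OCT4 and SOX2 knock-downs correlated at r = 0.973, those of OCT4 and NANOG at 0.444, and those of SOX2 and NANOG at 0.429. The 3 comparisons share the mock arrays. In 20 simulations, unchanged knock-downs shared simulated mock arrays, with noise drawn independently for each probe. In these simulations 0 probes were called in both the OCT4 and SOX2 knock-downs and 0 in all 3. Knock-downs without real changes leave few calls to share, so these counts set no chance level for the overlaps. The same simulations gave r of 0.482 to 0.519 for OCT4 and SOX2 and likewise 0.482 to 0.519 for OCT4 and NANOG. The r of 0.444 for OCT4 and NANOG lies below this range and so does not by itself show a likeness of these knock-downs. No level of correlation to expect from the shared arrays was derived for knock-downs with real changes. Another 84 probes changed in opposite directions: 36 were higher in the NANOG and lower in both other knock-downs, and 48 the reverse. Normexp background correction with quantile normalization moved these overlaps to 1076 shared higher probes between OCT4 and SOX2 and 142 in all 3 knock-downs. 

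**Figure D1:**
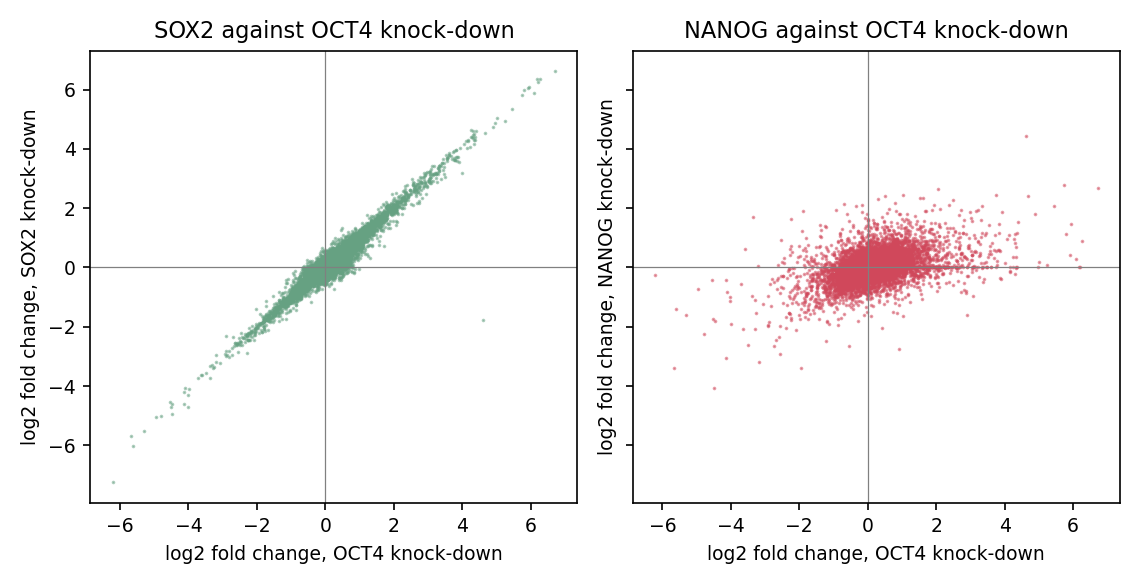
Log2 fold changes against the mock control of each tested probe in the SOX2 knock-down (left) and the NANOG knock-down (right), each plotted against its log2 fold change in the OCT4 knock-down. The SOX2 values follow the OCT4 values (r = 0.973) more closely than the NANOG values do (r = 0.444).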

There were substantial overlaps between the sets of up- and down-regulated genes, in particular between the OCT4 and SOX2 knock-downs (Fig. 2A). Consequenty, a comparison between the overall transcriptomes revealed that the OCT4 and SOX2 RNAi samples were highly similar to each other, while the NANOG knock-down was more closely related to the control cells (Fig. 2B). 

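The mean log2 signals of the OCT4 and SOX2 knock-downs correlated at r = 0.9966 across the 12374 tested probes (lowest and highest of the 9 pairs of single arrays 0.989 and 0.994). Those of the mock control and the NANOG knock-down correlated at 0.983 (single arrays 0.973 to 0.982). The mock control correlated with the OCT4 knock-down at 0.940 (0.933 to 0.939) and with the SOX2 knock-down at 0.939 (0.933 to 0.938). The NANOG knock-down reached 0.951 with OCT4 silenced and 0.949 with SOX2 silenced. These r describe arrays across genes, and genes are not independent replicates. The ranges of single arrays for OCT4 against SOX2 and for mock against NANOG lie apart from all pairs across these groups, which reached at most 0.950 between OCT4 and NANOG. Taking every probe on the array in place of the detected ones moved the r most, to 0.9986 for OCT4 and SOX2, 0.993 for mock and NANOG, and 0.974 for mock and SOX2.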

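Contrasting the OCT4 and SOX2 knock-downs directly with limma, 0 of the 12374 tested probes passed the same limits. At an unadjusted limma p under 0.05, 1298 did so without a fold criterion, and the methods' t-test with the fold criterion found 33 at an unadjusted p under 0.01 and 1 after adjustment. Leaving out single arrays gave 0 to 4 such probes. Without scaling between arrays the number was 962. Opposite calls in the OCT4 and SOX2 knock-downs were made for 0 probes. Simulated arrays with no difference between these groups also gave 0 calls, and with 200 probes changed alike in both knock-downs 197 were found in the OCT4 and 199 in the SOX2 knock-down. These simulated changes all exceeded the fold limit, on brighter probes detected on every mock array. No difference between OCT4 and SOX2 was simulated, so the power of their contrast was not measured. Of the probes outside the shared set, 166 were called lower with OCT4 silenced and not with SOX2 silenced, 99 the reverse, 273 were called higher with OCT4 silenced only, and 244 with SOX2 silenced only, the NANOG knock-down left aside.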

The non-overlapping parts regarding the OCT4 and SOX2 RNAi samples (light grey areas in Fig. 2A) arose largely due to the arbitrary thresholds set to identify differential gene expression. For instance, most genes seemingly down-regulated exclusively in the OCT4 knock-down were also down-regulated upon silencing of SOX2, albeit to a lesser extent (ratio > 0.67) or the changes were statistically less significant. Hence, the OCT4 and SOX2 RNAi samples were more or less equivalent and could therefore serve as specificity controls for one another. This was also confirmed by real-time PCR for a subset of the differentially expressed genes (see Additional file 5). 

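Of the 166 probes called lower in the OCT4 and not in the SOX2 knock-down, 165 had a negative log2 fold change in the SOX2 knock-down (99.4%, 95% Wilson interval 96.7 to 99.9% for counting error only, as probes are not independent). Their median log2 fold change was -0.65 with OCT4 silenced and -0.50 with SOX2 silenced. In the SOX2 knock-down 98 of them passed the adjusted p but not the fold limit, and 6 passed the fold limit but not the adjusted p. Shared mock arrays raise such a share without any effect: simulations in which only the SOX2 knock-down was unchanged gave 52.6 to 58.1% negative. Of the 99 probes called lower with SOX2 silenced only, 98 were negative with OCT4 silenced, at a median of -0.53. Across the processing alternatives the share for OCT4 stayed between 96.6 and 100%.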

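Over the tested probes, 89.4% changed in the same direction in the OCT4 and SOX2 knock-downs. This share was 63.9% for OCT4 and NANOG. The shared mock arrays raise both shares. In 20 simulations of unchanged knock-downs that shared simulated mock arrays, 65.2 to 67.3% of the probes changed in the same direction. The 63.9% lies below this range, so it does not by itself show a likeness of the OCT4 and NANOG knock-downs. For knock-downs with real changes, the amount that the shared arrays add was not determined. A single probe stood far from the rest, and it was chosen after its values were seen. The H2AV probe (GI_41406065-A) differed by 6.38 on the log2 scale between the OCT4 and SOX2 knock-downs (limma adjusted p 0.052), and the next largest difference of any probe was 1.03. It was bright on mock array 2 (786), on all OCT4 arrays (1546 to 1775), and on all NANOG arrays (1244 to 1645), and lay at 20 on the other 2 mock arrays and on all SOX2 arrays, so its replicates within the mock control disagree by 5.30 on the log2 scale. From the overlaps, the correlation of the transcriptomes, and the non-overlapping genes that change in the same direction, the paper concludes that the OCT4 and SOX2 RNAi samples were more or less equivalent and reasons that each could therefore serve as a specificity control for the other. It adds real-time PCR of some of the changed genes and states that the samples could not be told apart by morphology. Neither was examined here.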

To address the issue of off-target effects [50] in the NANOG knock-down we additionally analysed RNAi samples produced with an alternative esiRNA amplicon. This revealed a remarkable similarity between the independent RNAi samples in that essentially the same genes were identified as being differentially expressed (Fig. 2C). An explanation for the reduction of off-target effects using pooled siRNAs has been proposed [51]. In conclusion, the false positive rate of the data (Additional file 4) is low. To test whether the expression changes measured using the microarrays are quantitative, we additionally determined the expression ratios of several NANOG targets using real-time RT-PCR. This revealed a strong agreement between independent knock-downs using different esiRNAs and the two methods for transcript level quantification (Fig. 2D). This, together with data presented in Additional file 5, suggests that the microarray data are indeed quantitative.

**Figure 2:**
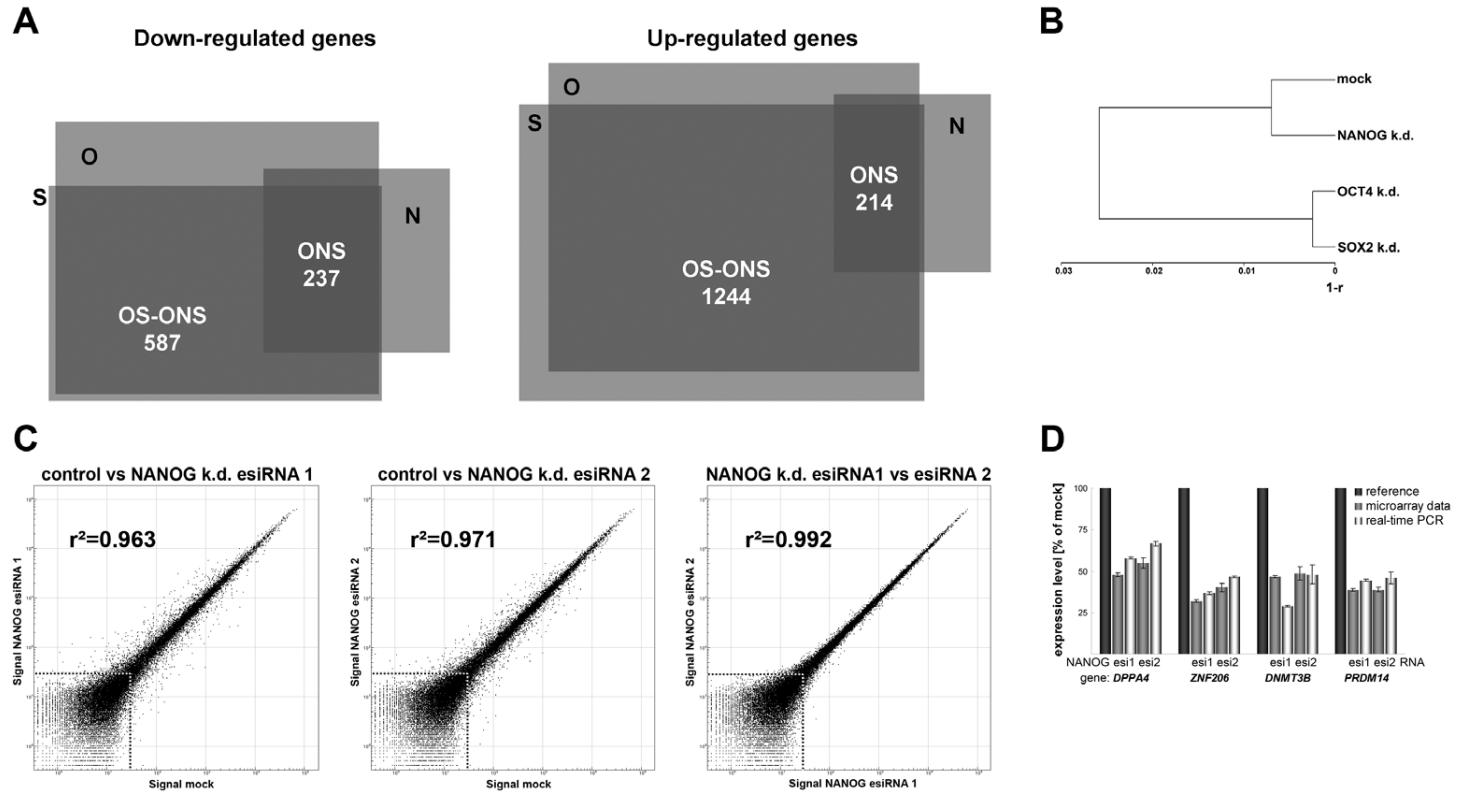
Expression profiling of OCT4, NANOG, and SOX2 RNAi samples. (A): Overlaps of differentially expressed genes. The areas of the squares are proportional to the numbers of genes which they represent [77]. O = OCT4 knock-down, N = NANOG k.d., S = SOX2 k.d. (B): Correlation-based dendogram of RNAi samples and control. Note the high similarity between the OCT4 and SOX2 knock-downs. r = linear correlation coefficient. (C): Scatter plots of independent NANOG knock-downs and mock controls. esiRNA 1 and 2 were derived from non-overlapping parts of the NANOG mRNA. The dashed line indicates the expression threshold based upon negative control beads. Only significantly expressed genes were considered in the correlation analysis. (D): Array and real-time PCR-based mRNA expression measurements of NANOG downstream targets using the two independent NANOG esiRNA pools. Note the high degree of concordance between the independent knock-downs and methods of mRNA quantification. Values are means of two biological replicates ± SE.

### Expression of lineage-specific markers

The cells obtained after silencing of OCT4 and SOX2 had a flattened but overall undefined morphology accompanied by a reduction of cellular proliferation (Fig. 1B). To characterise the nature of the differentiated cells we investigated the expression of lineage-specific markers. Suppression of OCT4 activity in hES cells results in the up-regulation trophectodermal and primitive endoderm markers [32,42,52]. Similarly, several, but not all, hEC cell lines have been shown by PCR to up-regulate markers of the trophoblast lineage following OCT4 knock-down [32,33]. We did not detect trophoblast-specifying genes such as *CDX2 *in the OCT4 RNAi samples, by means of microarrays. To confirm this, we used real-time PCR as a more sensitive means of quantifying changes in gene expression, employing two different batches of NCCIT cells as well as other hEC cell lines. In 2102Ep and, somewhat surprisingly [32], NTERA2 cells, silencing of OCT4 lead to the up-regulation of all trophoblast differentiation markers tested (CDX2, KRT7 – data in [18], and HCG). However, the NCCIT cells only showed a transient induction of CDX2 and KRT7 at day 2 but no significant induction of the later marker HCG at day 4 (Additional file 2A). Hence, the NCCIT cells did not differentiate to trophoblast following OCT4 knock-down.

Instead, from a collection of marker gene expression data, it was evident that they have mesodermal characteristics. For instance, we observed strong induction of regulators such as *MSX1*, *HAND1*, and *RUNX1*, morphogens (*BMP4*), smooth muscle and cardiac actin, as well as mesoderm-specific collagens. 

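HAND1 (GI_4758505-S) rose from 439.9 ± 30.4 (SD, n = 3) in the mock control to 4128 ± 27.8 in the OCT4 and 3561 ± 231 in the SOX2 knock-down, log2 fold changes of 3.23 and 3.02 (limma adjusted p 1.23e-10 and 2.19e-10). BMP4 (GI_19528651-A) went from 41.3 ± 1.71 to 257 ± 12.4 and 219 ± 9.53, with limma adjusted p 1.07e-08 and 2.18e-08. MSX1 (GI_4505266-S), RUNX1 (GI_19923197-S), cardiac actin (ACTC, GI_10938011-S), and COL1A1 (GI_14719826-S) lay at 20 on every mock array, so their changes are lower bounds. MSX1 was higher by at least 4.54-fold with OCT4 and 4.19-fold with SOX2 silenced, and RUNX1 by at least 4.94-fold and 4.92-fold. For ACTC the bounds were 8.57 and 8.20, and for COL1A1 3.01 and 3.95. Smooth muscle actin (ACTA2, GI_4501882-S) rose from 23.0 ± 5.12 to 461 ± 28.4 and 445 ± 20.5, log2 fold changes of at least 4.35 and 4.30, and COL2A1 (GI_15149478-A) from 20.8 ± 1.46 to 171 ± 5.19 and 158 ± 7.34. Both were detected on 1 of 3 mock arrays and lay at 20 on the other two, so that these changes are lower bounds too. All 8 genes were called higher in both knock-downs, and each of these calls was kept under every processing alternative that gave a value and with each array left out. They were paired through a list of genes that the paper called changed on these arrays, so the calls are no independent evidence.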

Notably, most of these markers were not up-regulated in the NANOG knock-down, consistent with its undifferentiated phenotype. In contrast, virtually no endodermal and ectodermal marker genes were induced (Table 1). 

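Of the 8 mesodermal genes, HAND1 was called higher in the NANOG knock-down, with a signal of 1707 ± 191 (SD, n = 3) and a log2 fold change of 1.95 (standard error 0.09, limma adjusted p 6.88e-08). In the direct contrast, HAND1 was higher still with OCT4 silenced than with NANOG silenced, by 1.28 on the log2 scale (limma adjusted p 3.84e-07). The other 7 were not called. RUNX1, ACTC, and COL1A1 stayed at 20 on each NANOG array, MSX1 had 22.3 ± 3.93, BMP4 45.3 ± 9.08, ACTA2 22.5 ± 4.29, and COL2A1 lay at 20 as well. For each of the 7, the contrast of the OCT4 with the NANOG knock-down was called higher, with log2 fold changes of 2.52 for BMP4 and at least 4.37 for ACTA2, which was detected on 1 of 3 NANOG arrays.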

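Among the endodermal and ectodermal markers of Table 1, LHX5 (GI_30795197-S) is the one paired with a probe here. The others could not be examined, since the symbols come from a list of genes called changed. Its signal was 28.8 ± 9.04 (SD, n = 3) in the mock control, 83.6 ± 13.0 in the OCT4 knock-down, 47.0 ± 5.21 in the SOX2 knock-down, and 27.5 ± 7.28 in the NANOG knock-down. The log2 fold change was 1.57 with OCT4 silenced (standard error 0.23, limma adjusted p 0.000151) and 0.75 with SOX2 silenced (limma adjusted p 0.0179, not called). The SOX2 call was made without scaling between arrays, at 0.99, and the OCT4 call was lost with the methods' t-test and an adjusted p.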

Since the original NCCIT cells had been shown to be capable of extraembryonic differentiation [47,53], the failure to continuously up-regulate trophectodermal markers may be due to a partial loss of developmental potential at some point in the past. Alternatively, it may be a cell type-specific effect. Interestingly, there are indications that trophoblast and mesodermal differentiation programmes may be somewhat related in that they involve at least some shared players. For instance, the transcription factor EOMES is expressed in both lineages and required for their specification [54]. Also, HAND1 has been implicated in trophoblast differentiation as well as in extraembryonic mesoderm and cardiac development [55,56]. Moreover, while bone morphogenic proteins are known inducers of mesodermal gene expression in different systems including hEC cells [31], BMP4 in particular has also been shown to promote trophoblast differentiation of hES cells [18]. We therefore speculate that the mesoderm-like differentiation in NCCIT cells may be a default fate aquired upon OCT4 ablation, possibly mediated by the induction of BMPs that could otherwise be interpreted as trophoblast-inducing signals (see below).

**Table 1:** Array-based expression ratios of lineage-specific markers in the OCT4, NANOG, and SOX2 knock-downs

**Lineage**	**Ratio**	**Ratio**	**Ratio**
*/GENE*	OCT4 kd	NANOG kd	SOX2 kd
**endoderm**			
*AFP*	n/a	n/a	n/a
*FGF8*	n/a	n/a	n/a
*GATA4*	n/a	n/a	n/a
*GCK*	n/a	n/a	n/a
*HNF4A*	n/a	n/a	n/a
*ONECUT1*	n/a	n/a	n/a
**ectoderm**			
*FGF5*	n/a	n/a	n/a
*HOXB1*	n/a	n/a	n/a
*LHX5*	2.9**	**1.0**	1.7*
*NEUROD1*	n/a	n/a	n/a
*NOG*	n/a	n/a	n/a
*OLIG2*	n/a	n/a	n/a
*OTX1*	n/a	n/a	n/a
*PAX6*	n/a	n/a	n/a
*SOX1*	n/a	n/a	n/a
**mesoderm**			
*ACTA2*	22.6**	n/a	22.6**
*ACTC*	9.2**	n/a	9.2**
*BMP4*	5.9**	**1.1**	5.3**
*CD34*	n/a	n/a	n/a
*COL1A1*	3.2**	n/a	4.4**
*COL2A1*	8.4**	n/a	8.0**
*HAND1*	9.1**	3.8**	8.1**
*MSX1*	4.9**	n/a	4.8**
*MYOD1*	n/a	n/a	n/a
*RUNX1*	5.3**	n/a	5.5**
*T*	n/a	n/a	n/a
**trophoblast**			
*CDX2*	n/a	n/a	n/a
*CSH1*	n/a	n/a	n/a
*HCG*	n/a	n/a	n/a
*KRT7*	n/a	n/a	n/a
**prim. endoderm**			
*GATA6*	**1.4**	n/a	**1.3**

With the exception of *LHX5*, *BMP4*, and *HAND1*, none of the genes was expressed at detectable levels in mock-treated hEC cell cultures. 

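Among the genes of this table that have a probe here, HAND1 and BMP4 were detected on 3 of 3 mock arrays and LHX5 on 2 of 3. ACTA2 and COL2A1 were detected on 1 of 3 mock arrays, and MSX1, RUNX1, ACTC, and COL1A1 on 0 of 3. In the OCT4 and SOX2 knock-downs all 9 genes were detected on every array. Only genes that the paper lists as changed could be paired with a probe, so the choice of genes favours this result. The other genes of this table were not examined here.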

We did not investigate whether *T *was transiently up-regulated during cellular differentiation. For the calculation of expression ratios reference intensities were arbitrarily set to the level of threshold expression. n/a denotes insignificant expression also in the RNAi samples. * and ** indicate statistical significance of the expression changes (P < 0.05 and < 0.01, respectively).

### Downstream targets of OCT4, NANOG, and SOX2 in hECCs

Clearly, the large numbers of differentially expressed genes following OCT4, NANOG, and SOX2 RNAi (Fig. 2A, Additional file 4) are only in part directly regulated by these factors. To reveal which of the differentially expressed genes may be putative direct targets we made use of the ChIP-chip dataset by Boyer et al. [8] which is based on hES cells. Overall, there was a substantial overlap between the different datasets, which, however, was reduced when applying high-stringency filtering criteria for differential expression to our RNAi-chip data (Additional file 4). For instance, of the 414 genes down-regulated upon silencing of NANOG, 66 are direct targets in hES cells, based on the Boyer dataset. 

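The ChIP-chip marks used here are those that Table S1 of the paper prints beside the genes down-regulated in the OCT4 knock-down, so they cover a list chosen for being lower there. Of its 1073 probes, 144 carry a NANOG mark. With NANOG silenced, 113 of these 144 had a negative log2 fold change, and 46 were called lower. The marks beside the genes down-regulated in the NANOG knock-down were not used here.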

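Of the 528 probes called lower in the NANOG knock-down, 300 were also called lower in the OCT4 knock-down and 285 in the SOX2 knock-down. Both calls were made for 51.9% of them. A negative log2 fold change in both was found for 413 of the 528 (78.2%). Shared mock arrays raise this share, and the calls chosen on one comparison favour the same sign in the others. Of the 46 probes with a NANOG mark that were called lower in the NANOG knock-down and are listed as lower in the OCT4 knock-down, 44 were called lower in all 3 knock-downs.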

Significantly, most of these were also down-regulated in the OCT4 and SOX2 knock-downs, as expected, because in these samples NANOG was diminished, as well (Fig. 1A and 1D, left part of Fig. 2A – "ONS"). These genes are therefore likely to be NANOG targets directly activated both in undifferentiated hES and hEC cells. 

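DPPA4 (GI_8922611-S) had a signal of 386 ± 16.3 (SD, n = 3) in the mock control and 166 ± 16.8 in the NANOG knock-down, a log2 fold change of -1.22 (standard error 0.14, limma adjusted p 7.88e-05). With OCT4 silenced the log2 fold change was -3.07 and with SOX2 silenced -3.23. GDF3 (GI_10190669-S) fell from 2812 ± 66.7 to 1056 ± 38.6 with NANOG silenced, and to 58.3 ± 10.2 and 43.7 ± 8.86 in the OCT4 and SOX2 knock-downs. In the NANOG knock-down the log2 fold change was -2.36 for HESX1 (GI_4504366-S), -1.60 for PRDM14 (GI_13375635-S), -0.90 for ZIC2 (GI_22547196-S), and -1.62 for ZNF206 (GI_14249487-S). The probes of TERF1 gave -1.68 (GI_9257244-A) and -1.43 (GI_9257245-I). The limma adjusted p of these 5 genes reached at most 1.51e-05. All 7 genes were called lower in each knock-down. HESX1 and PRDM14 were detected on no array of the OCT4 and SOX2 knock-downs, where HESX1 was at least 6.00-fold and 5.75-fold lower and PRDM14 at least 4.02-fold and 3.85-fold. DPPA4, GDF3, and ZNF206 were lower with OCT4 silenced than with NANOG silenced by the direct contrast (log2 fold changes -1.85, -4.19, and -3.69). So was the TERF1 probe GI_9257244-A (-0.69), although not without scaling between arrays, with the methods' t-test and an adjusted p, or for the mean over both probes. GI_9257245-I of TERF1 (-0.31), HESX1, PRDM14, and ZIC2 were not called in it. HESX1 and PRDM14 lay at 20 on every OCT4 array, which limits this contrast, and PRDM14 (-0.41, limma adjusted p 0.0264) was called lower in it with a threshold of 10 (-1.41), under quantile normalization (-0.83), without scaling between arrays (-0.62), and without NANOG array 2. With the methods' t-test and an adjusted p, HESX1, PRDM14, and ZIC2 lost their call in the NANOG knock-down, and without scaling between arrays ZIC2 lost its call in the OCT4 knock-down.

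**Figure D2:**
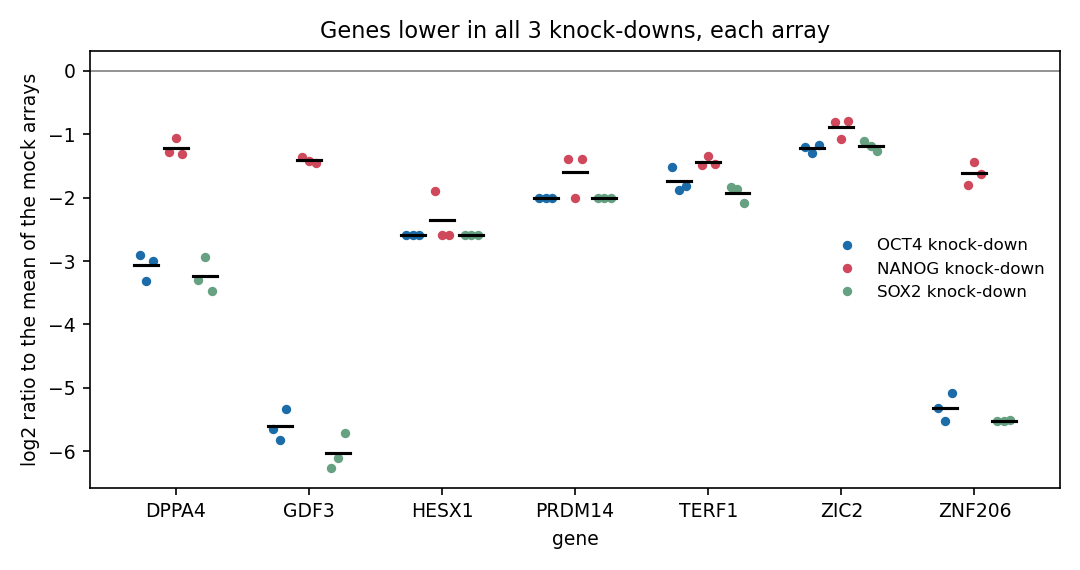
Log2 ratio of the signal on each knock-down array to the mean of the mock arrays for DPPA4, GDF3, HESX1, PRDM14, TERF1 (GI_9257245-I), ZIC2, and ZNF206. Points are single arrays and bars the means of 3, and every array of the 3 knock-downs lies below 0.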

Examples include genes preferentially expressed in hES cells [4,34,38] such as *DPPA4*, *GDF3*, *HESX1*, *PRDM14*, *TERF1*, *ZIC2*, and *ZNF206 *(Table 2). Some of these as well as genes indirectly down-regulated in all three knock-downs (*DNMT3B*) were part of our initial screen (Fig. 1A). 

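DNMT3B has a pair of probes. GI_28559062-A had a signal of 6996 ± 282 (SD, n = 3) in the mock control, 1254 ± 79.0 in the OCT4, 4285 ± 153 in the NANOG, and 1138 ± 91.3 in the SOX2 knock-down. The log2 fold changes were -2.48, -0.71, and -2.62 (limma adjusted p 3.11e-10, 5.1e-05, and 2.02e-10). The dimmer GI_28559059-I gave -2.35, -1.25, and -2.51. The NANOG call of the first probe was lost without scaling between arrays, at -0.49, and that of the second without the filter on dim probes and with the methods' t-test and an adjusted p.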

The fact that these genes were also down-regulated in the NANOG RNAi samples, which did not show any signs of differentiation, might explain why their silencing did not result in a loss of the undifferentiated state and, hence, they may not be absolutely required for self-renewal. Therefore, in the context of hES and hEC self-renewal, genes down-regulated in the OCT4 and SOX2 but not in the NANOG knock-downs are of utmost interest (left part of Fig. 2A – "OS-ONS"). This set comprises 145 genes directly regulated by either of the three TFs. Many of these as well as indirectly affected genes are also markers of undifferentiated ES cells. 

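Called lower in the OCT4 and SOX2 knock-downs and not in the NANOG knock-down were 590 probes of the list of Table S1 that covers the OCT4 knock-down. Of these, 96 carry a ChIP-chip mark for at least 1 of the 3 transcription factors. With the probes called lower in the NANOG knock-down counted as well, 148 carry such a mark. A probe can pass the limits in the OCT4 and SOX2 knock-downs and fail them in the NANOG knock-down without differing between these. Over all tested probes, the direct contrast of SOX2 and NANOG called 1773 higher and 956 lower with SOX2 silenced.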

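KLF4 (GI_34916057-S) had a signal of 487 ± 34.7 (SD, n = 3) in the mock control, 84.0 ± 5.13 in the OCT4, 93.4 ± 3.51 in the SOX2, and 394 ± 19.0 in the NANOG knock-down. Its log2 fold change was -2.53 with OCT4 silenced (standard error 0.07, limma adjusted p 2.24e-10), -2.38 with SOX2 silenced (limma adjusted p 3.37e-10), and -0.30 with NANOG silenced (limma adjusted p 0.0108, not called). The contrast of OCT4 against NANOG was -2.23 (limma adjusted p 8.08e-10). AASS, FLJ10884, FOXO1A, LIN28, SOX8, SOX13, STAT3, TDGF1, TRIM22, and ZNF589 were called lower in the OCT4 and SOX2 knock-downs and not in the NANOG knock-down as well. Among these 10 genes the log2 fold changes ranged from -2.73 for TDGF1 to -0.66 for STAT3 with OCT4 silenced, from -2.94 for TDGF1 to -0.62 for LIN28 with SOX2 silenced, and from -0.48 for TDGF1 to 0.57 for STAT3 with NANOG silenced. The contrasts of OCT4 and of SOX2 against NANOG were called for 9 of them. AASS (GI_13027639-S) was not called in either (-0.46 for OCT4 and -0.57 for SOX2, limma adjusted p 0.0306 and 0.0113), but in both under quantile normalization (-0.64 and -0.76). The contrast of SOX2 was called for AASS with 75th percentile scaling over detected (-0.59) or all probes (-0.76), with rank-invariant probes among all probes (-0.69), and without NANOG array 1 as well. Its call in the OCT4 knock-down was lost without OCT4 array 2. POU5F1 was called in the OCT4 and SOX2 knock-downs and in both contrasts. The probes of DPPA3 split: GI_37543683-S had a log2 fold change of -0.41 with NANOG silenced (limma adjusted p 0.144), and GI_40548325-S one of -0.72 (limma adjusted p 0.00918), a call that was lost in 9 of the 12 refits with 1 array left out, under quantile normalization, and without scaling between arrays. Both probes were lower with OCT4 silenced, with log2 fold changes of -4.13 and -4.95. Without scaling between arrays, AASS, FOXO1A, LIN28, STAT3, and ZNF589 lost their OCT4 call, with STAT3 (GI_21618337-A) turning to 0.02, and STAT3 and TRIM22 were called higher in the NANOG knock-down. LIN28 and STAT3 lost their SOX2 calls there too, and the contrasts of OCT4 against NANOG were not called for FOXO1A, LIN28, and ZNF589. With rank-invariant probes among all probes, STAT3 lost its OCT4 call (-0.56) and was called higher with NANOG silenced (0.61). STAT3 was also called higher with NANOG silenced under the 75th percentile over all probes (0.66) and in 2 refits with 1 array left out. LIN28 also lost its SOX2 call without mock array 3, under quantile normalization, and with normexp. AASS lost both calls without the filter on dim probes and with the methods' t-test and an adjusted p.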

Examples include *AASS*, *DPPA3 *(*STELLA*), *FLJ10884*, *FOXO1A*, *LIN28*, *POU5F1 *(encoding OCT4) itself, *SOX8*, *SOX13*, *STAT3 *[57], *TDGF1*, *TRIM22*, *ZIC3*, *ZNF589*, and, interestingly, kruppel-like factor 4 (*KLF4*, Table 2). Klf4 has recently been implicated in reprogramming fibroblasts to an ES cell-like state, in conjuction with Oct4, Sox2, and c-Myc [58]. Hence, the orthologue *KLF4 *may play an important role in hEC and hES cells, as well. The mRNA level of *MYC*, though expressed in hEC and hES cells, did not change significantly in the OCT4 and SOX2 knock-downs (data not shown). Another gene, *Esrrb *(estrogen-related receptor beta), has recently been identified as a key regulator in mouse ES cells by two independent studies [29,59]. However, based on our array data, the expression of the orthologue *ESRRB *was below detectable levels both in hEC and hES cells.

**Table 2:** Examples of differentially expressed genes.

		**hEC cells**			**hES cells**			
		
**Symbol**	**Gene Name**	**Ratio RNAi/mock**			**ChIP-chip data [8]**			**Ratio**
**down-regulated genes**		**OCT4**	**NANOG**	**SOX2**	**OCT4**	**NANOG**	**SOX2**	**hES/uni**

*DPPA4*	developmental pluripotency associated 4	**0.1**	**0.4**	**0.1**	+	+	+	5
*ERBB2*	v-erb-b2 erythroblastic leukemia viral oncogene homolog 2	**0.6**	**2.1**	**0.4**	-	+	+	8
*FEZ1*	fasciculation and elongation protein zeta 1	**0.1**	**3.2**	**0.1**	+	+	+	6
*FLJ10884*	hypothetical protein FLJ10884	**0.3**	0.8	**0.3**	-	+	+	17
*FOXO1A*	forkhead box O1A	**0.5**	1.1	**0.5**	+	+	+	9
*GDF3*	growth differentiation factor 3	**0.0**	**0.4**	**0.0**	-	+	-	
*HESX1*	homeo box 1	**0.2**	**0.2**	**0.2**	+	+	+	5
*H2AFX*	H2A histone family, member X	**0.6**	1.0	**0.6**	-	+	+	
*HIST1H2BE*	histone 1, H2be	**0.6**	1.0	**0.6**	+	+	+	
*HIST1H2BG*	histone 1, H2bg	**0.6**	0.7	**0.5**	-	+	+	
*HIST1H2BH*	histone 1, H2bh	**0.5**	0.9	**0.5**	-	+	+	
*HIST1H2BJ*	histone 1, H2bj	**0.4**	0.9	**0.4**	-	-	+	
*HIST1H3D*	histone 1, H3d	**0.4**	0.8	**0.4**	+	+	+	
*HIST1H3F*	histone 1, H3f	**0.4**	0.7	**0.4**	-	+	+	
*HIST1H3J*	histone 1, H3j	**0.5**	**0.6**	**0.5**	+	+	+	
*HIST2H2AC*	histone 2, H2ac	**0.6**	1.0	**0.6**	+	-	+	
*HIST2H2BE*	histone 2, H2be	**0.5**	0.7	**0.5**	+	-	+	
*HIST2H3C*	histone 2, H3c	**0.2**	**0.6**	**0.2**	-	+	+	
*HIST2H4*	histone 2, H4	**0.3**	0.7	**0.3**	+	+	+	
*HIST3H2A*	histone 3, H2a	**0.3**	1.0	**0.3**	-	+	+	
*NANOG*	Nanog homeobox	**0.1**	**0.2**	**0.1**	+	+	+	24
*POU5F1*	POU domain, class 5, transcription factor 1	**0.0**	0.7	**0.0**	+	+	+	24
*PRDM14*	PR domain containing 14	**0.2**	**0.3**	**0.2**	+	+	+	15
*SMARCA3*	SWI/SNF related [...] regulator of chromatin [...]	**0.5**	**0.5**	**0.5**	-	+	+	
*STAT3*	signal transducer and activator of transcription 3	**0.6**	1.5	**0.6**	+	+	+	
*TDGF1*	teratocarcinoma-derived growth factor 1	**0.1**	0.7	**0.1**	+	+	+	41
*TERF1*	telomeric repeat binding factor 1	**0.2**	**0.3**	**0.2**	-	+	-	18
*TRIM22*	tripartite motif-containing 22	**0.3**	1.3	**0.3**	+	+	+	5
*ZIC2*	Zic family member 2	**0.4**	**0.5**	**0.4**	+	+	+	5
*ZIC3*	Zic family member 3 heterotaxy 1	**0.3**	1.0	**0.3**	+	+	+	8
*ZNF206*	zinc finger protein 206	**0.0**	**0.3**	**0.0**	-	+	-	43
*AASS*	aminoadipate-semialdehyde synthase	**0.6**	0.8	**0.5**				12
*DNMT3B*	DNA-methyltransferase 3 beta	**0.2**	**0.6**	**0.2**				21
*DPPA3*	developmental pluripotency associated 3 (STELLA)	**0.1**	0.7	**0.0**				
*KLF4*	Kruppel-like factor 4	**0.2**	0.8	**0.2**				
*LIN28*	lin-28 homolog	**0.6**	1.0	**0.7**				9
*MYST2*	MYST histone acetyltransferase 2	**0.3**	**0.6**	**0.3**				4
*SOX13*	SRY-box 13	**0.4**	1.1	**0.4**				4
*SOX8*	SRY-box 8	**0.2**	0.9	**0.2**				5
*THY1*	Thy-1 cell surface antigen	**0.2**	**0.3**	**0.1**				6
*UTF1*	undifferentiated embryonic cell transcription factor 1	**0.1**	**0.5**	**0.0**				26
*ZNF589*	zinc finger protein 589	**0.5**	1.0	**0.5**				7
**up-regulated genes**								

*BMP7*	bone morphogenetic protein 7	**2.7**	0.9	**3.0**	+	+	+	
*LEFTA*	left-right determination, factor A	**50.6**	**6.6**	**54.6**	+	+	+	4
*HAND1*	heart and neural crest derivatives expressed 1	**9.1**	**3.8**	**8.1**	+	+	+	
*HDAC9*	histone deacetylase 9, transcript variant 3	**2.3**	1.0	**2.1**	-	-	+	
*JUN*	v-jun sarcoma virus 17 oncogene homolog	**7.6**	**2.0**	**9.4**	-	+	-	
*KRT18*	keratin 18	**2.9**	**0.5**	**3.0**	-	+	-	
*MEIS2*	Meis1, myeloid ecotropic viral integration site 1 homolog 2	**2.5**	**2.1**	**2.8**	+	-	-	
*ATBF1*	AT-binding transcription factor 1	**2.2**	**2.3**	**2.3**	+	+	+	
*DLX1*	distal-less homeo box 1	**4.1**	1.0	**4.0**	+	+	+	
*DLX2*	distal-less homeo box 2	**9.3**	1.3	**9.1**	+	-	-	
*ISL1*	ISL1 transcription factor, LIM/homeodomain	**9.0**	0.7	**7.2**	+	+	+	
*LHX1*	LIM homeobox 1	**2.0**	1.0	**1.5**	+	+	-	
*LHX2*	LIM homeobox 2	**5.8**	0.9	**6.2**	+	+	+	
*LHX5*	LIM homeobox 5	**2.9**	1.0	**1.7**	+	+	+	
*PHTF2*	putative homeodomain transcription factor 2	**1.7**	1.3	**1.8**	-	+	-	
*ZFHX1B*	zinc finger homeobox 1b	**1.8**	**1.8**	**2.2**	+	+	+	
*DLX3*	distal-less homeo box 3	**3.1**	1.3	**2.9**				
*IRX3*	iroquois homeobox protein 3	**4.0**	1.0	**3.7**				
*IRX4*	iroquois homeobox protein 4	**2.5**	1.0	**2.6**				4
*MSX1*	msh homeo box homolog 1	**4.9**	1.0	**4.8**				
*MSX2*	msh homeo box homolog 2	**1.6**	**0.6**	**1.6**				
*PKNOX2*	PBX/knotted 1 homeobox 2	**4.9**	**2.5**	**5.9**				
*PRRX2*	paired related homeobox 2	**1.9**	**1.8**	**1.8**				
*ZHX1*	zinc fingers and homeoboxes 1	**3.1**	1.0	**3.3**				

Ratios > 1.5 or < 0.67 are in bold. In essentially all cases, these changes were also statistically significant. hESC ChIP-chip data were taken from [8]. The last column (expression ratio > 3 of H9 hES cells vs. universal reference RNA) indicates enriched gene expression in hES cells. SOX2 was below detection on the arrays but monitored by real-time PCR (Fig. 1A). See Additional file 5 for additional confirmations.

Furthermore, the genes down-regulated in the OCT4 and SOX2 but not in the NANOG RNAi samples comprised between ca. 20 to 30 histones. 

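Among the genes that Table S1 of the paper lists as down-regulated in the OCT4 knock-down, 21 probes are of histone genes. The list was chosen on these arrays and is therefore no independent evidence. In the OCT4 and in the SOX2 knock-down 20 of them were called lower, the same 20 in both, and in the NANOG knock-down 1. The exception in the former was HIST1H2AB (GI_19557655-S), which was called lower in both under quantile normalization. H2AFX (GI_4504252-S) lost both calls under quantile normalization, at -0.58 with OCT4 and -0.56 with SOX2 silenced. The probe called in all 3 was HIST2H3C (GI_31742502-S, log2 fold change -0.69 with NANOG silenced, limma adjusted p 0.000276), a call that was lost without mock array 1, without scaling between arrays, with normexp and quantile normalization, with a threshold of 10, in a fit of only the conditions compared, and with the methods' t-test and an adjusted p. Thus 19 were called in the OCT4 and SOX2 but not in the NANOG knock-down. The median log2 fold change over the 21 probes was -1.14 with OCT4 silenced (45.4% of the mock signal, single arrays -1.29 to -1.08), -0.32 with NANOG silenced (80.2%), and -1.22 with SOX2 silenced (43.0%). In the direct contrasts, 17 probes were lower with OCT4 silenced than with NANOG silenced, and 18 were lower with SOX2 silenced. Of these contrasts, 10 of the 17 and 1 of the 18 were lost without scaling between arrays, as were 9 of the 20 calls in the OCT4 and 4 of the 20 in the SOX2 knock-down. Scaling moved the OCT4 median most, to -0.60 without scaling between arrays and -1.41 with quantile normalization, and no alternative turned a median positive.

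**Figure D3:**
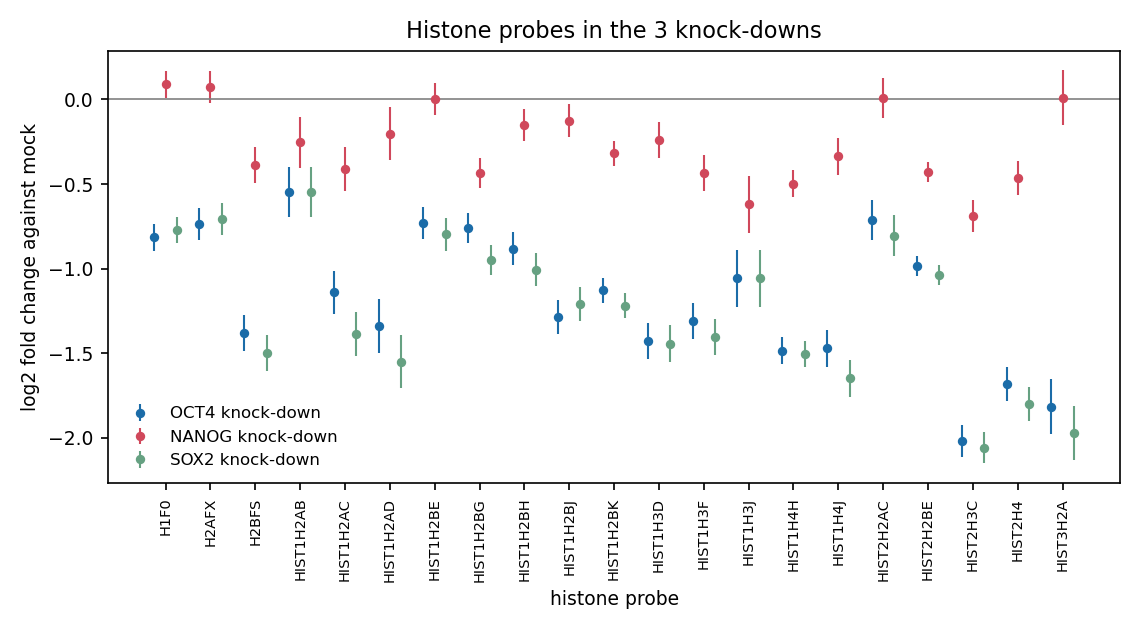
Log2 fold change against the mock control of the 21 histone probes in the OCT4, NANOG, and SOX2 knock-downs. Points are the limma estimates over 3 arrays per condition and lines their standard errors. All points of the OCT4 and SOX2 knock-downs lie below 0, and 16 of those of the NANOG knock-down.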

Depending on the thresholds for expression ratio and statistical significance, many of these are direct (SOX2) targets in hES cells, according to Boyer et al. [8] (Tables 2 and S1). In addition, we noticed that histone acetylases (*MYST2*, *MYST4*) as well as the SWI/SNF family member *SMARCA3 *were down-regulated and histone deacetylases (*HDAC5*, *HDAC9 *– direct SOX2 target in hES cells, Table 2) were induced. 

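Of the 21 histone probes, 13 carry a SOX2 mark from the ChIP-chip data in Table S1 of the paper, and all 13 were called lower in both the OCT4 and the SOX2 knock-down.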

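MYST2 (GI_34222309-S) fell from 899 ± 48.3 (SD, n = 3) to 287 ± 33.8 in the OCT4 and 295 ± 42.6 in the SOX2 knock-down, log2 fold changes of -1.65 and -1.62 (limma adjusted p 2.92e-07 and 3.46e-07), and by 0.78 on the log2 scale in the NANOG knock-down. MYST4 (GI_6912511-S) gave -0.87, -0.75, and -0.88 for OCT4, NANOG, and SOX2. Its signal was 38.8 ± 4.50 in the mock control, close to the threshold, and with a threshold of 40 its 3 calls were lost. For SMARCA3, GI_21071053-A gave -0.78 with OCT4 silenced and -0.82 with SOX2 silenced, and GI_21071051-I -0.96 and -1.15. With NANOG silenced the first was not called and the second was (-0.99, limma adjusted p 0.00292), a call lost in 4 of the 12 refits with 1 array left out, without scaling between arrays, without the filter on dim probes, in a fit of only the conditions compared, and with the methods' t-test and an adjusted p. The probes of HDAC5, GI_21237796-A and GI_21237796-I, were higher in all 3 knock-downs, by 1.20 and 1.23 on the log2 scale with OCT4 silenced and by 0.92 and 1.13 with NANOG silenced. HDAC9 (GI_7662279-I) lay at the threshold in the mock control and the NANOG knock-down and was at least 2.08-fold and 1.87-fold higher with OCT4 and SOX2 silenced. With a threshold of 40, these calls were lost too. Without scaling between arrays MYST4 and both probes of SMARCA3 lost their OCT4 call, GI_21071053-A of SMARCA3 its SOX2 call, and MYST2 and MYST4 their NANOG call. With normexp and quantile normalization MYST4 and GI_21237796-I of HDAC5 lost all 3 calls. With the methods' t-test and an adjusted p, MYST2, MYST4, and both probes of HDAC5 lost their NANOG call, GI_21237796-I its OCT4 and SOX2 calls, and GI_21071051-I of SMARCA3 its OCT4 call. The NANOG calls of MYST4 and of both HDAC5 probes and the OCT4 call of GI_21071051-I were lost without the filter on dim probes, and those NANOG calls also in a fit of only the conditions compared.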

Besides the transcriptional control by TFs, these findings strongly suggest modification of chromatin structure as an additional mechanism to drive/accompany the transition from undifferentiated towards differentiated cell identity [42]. This is in agreement with the current model of chromatin states in ES vs. differentiated cells [15] and, maybe, with the discovery of hyperdynamic structural chromatin protein in undifferentiated ES and EC cells [14]. We also found the Polycomb group genes *PHC1 *(4-fold down) and *PHC2 *(4-fold up) to be differentially expressed in the OCT4 and SOX2 knock-downs. However, a comparison of our RNAi-chip data to PRC1 downstream targets in mouse ES cells [12] would go beyond the scope of this report and be too speculative at this point.

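PHC1 (GI_11038623-S) fell from 1440.4 ± 61.4 (SD, n = 3) to 372 ± 34.2 in the OCT4 and 374 ± 27.3 in the SOX2 knock-down, log2 fold changes of -1.96 and -1.95 (limma adjusted p 3.89e-09 and 3.85e-09). PHC2 (GI_37595529-A) rose from 62.4 ± 5.99 to 266 ± 10.2 and 264 ± 8.00, log2 fold changes of 2.10 and 2.09 (limma adjusted p 8.34e-09 and 8.25e-09). With NANOG silenced both changed in the same directions to a smaller extent, PHC1 by -1.39 and PHC2 by 1.04 on the log2 scale. The NANOG call of PHC2 was lost with the methods' t-test and an adjusted p.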

To further categorise the differentially expressed genes, with an emphasis on the OCT4 and SOX2 RNAi datasets, we mapped these to Gene Ontology terms [60]. As can be inferred from Table 3, the genes up-regulated after ablation of the core TFs were preferentially involved in intracellular signaling, differentiation, cytoskeletal organisation, apoptosis, Wnt pathway activation, cell cycle arrest, and cell adhesion/generation of extracellular matrix. These are all processes that one may predict to result from the extinction of self-renewal activity. Moreover, many induced genes are known to be involved in the generation of mesodermal cell types, confirming the analysis of marker gene expression (see above). Finally, transcription factors were enriched in the up-regulated gene sets indicating that these are repressed in the undifferentiated state and hence, may be involved in triggering the differentiation process or in maintaining the differentiated cell state. Some of them are known to be involved in lineage specification (Table 1). 

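Among the homeobox-containing genes paired with a probe, DLX1, DLX2, DLX3, IRX3, IRX4, ISL1, LHX2, MEIS2, PKNOX2, PRRX2, ATBF1, ZFHX1B, ZHX1, PHTF2, and MSX2 were called higher in both the OCT4 and the SOX2 knock-down. LHX1 (GI_30410784-S) was called in the OCT4 knock-down only, with 0.95 (limma adjusted p 0.00258) against 0.54 with SOX2 silenced (limma adjusted p 0.0513), and its OCT4 call was lost without OCT4 array 2, OCT4 array 3, or mock array 2, with a threshold of 40, without the filter on dim probes, and with the methods' t-test. LHX1 was called higher with SOX2 silenced under quantile normalization, without scaling between arrays, and with a threshold of 10. DLX2 (GI_6996003-S) had the largest rise of those detected in the mock control, from 180.0 ± 17.4 (SD, n = 3) to 1741 ± 181 and 1635 ± 121. ISL1 (GI_4504736-S) rose from 27.4 ± 5.99 to 259 ± 6.60 and 201 ± 11.3. Not detected in the mock control were DLX1, at least 3.75-fold higher with OCT4 silenced, DLX3 (2.86), IRX3 (3.68), IRX4 (2.28), and PKNOX2 (4.56), each number being the least fold. In the NANOG knock-down MEIS2, PKNOX2, PRRX2, ATBF1, and ZFHX1B were higher too, from 0.84 for ZFHX1B to 1.21 for ATBF1 on the log2 scale and at least 2.29-fold for PKNOX2, whereas MSX2 was lower (-0.70, limma adjusted p 0.00229), a call lost without mock array 2, NANOG array 1, or NANOG array 2, without scaling between arrays, with normexp, without the filter on dim probes, in a fit of only the conditions compared, and with the methods' t-test. All these NANOG calls were lost with the methods' t-test and an adjusted p, those of ATBF1 and PRRX2 also in a fit of only the conditions compared, that of PRRX2 with normexp, and that of PKNOX2 with a threshold of 40. MSX2 lost its OCT4 and SOX2 calls under quantile normalization and, like PRRX2 and PHTF2, with normexp. With the methods' t-test and an adjusted p, MSX2 lost its OCT4 and PRRX2 its SOX2 call, and without the filter on dim probes MSX2 lost its SOX2 call. With a threshold of 40, IRX4 lost both calls and DLX3 its SOX2 call. Homeobox genes paired with a probe did not all rise: NANOG and HESX1, given above, were lower with OCT4 or SOX2 silenced. OTX2 (GI_27436932-A) was lower in these knock-downs too: its log2 fold change was -1.25 with OCT4 silenced, -1.50 with SOX2 silenced, and 1.41 with NANOG silenced (limma adjusted p 6.49e-06, 1.36e-06, and 1.06e-05). Its OCT4 call was lost without scaling between arrays.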

A large fraction was presented by homeobox-containing TFs many of which appear to be directly repressed by OCT4, NANOG, and/or SOX2 in hES cells [8] (Table 2).

**Table 3:** Selected Gene Ontology terms associated with genes differentially expressed in both the OCT4 and SOX2 knock-downs.

**Over-represented GO terms associated only with down-regulated gene sets**		
**Biological Process**	**No. of genes**	**P value**
primary metabolism	318	0.000
establishment and/or maintenance of chromatin architecture	23	0.000
mitotic cell cycle	14	0.024
steroid biosynthesis	9	0.004
activation of MAPK activity	5	0.026
**Molecular Function**	**No. of genes**	**P value**

catalytic activity	236	0.000
ATP binding	59	0.020
aminoacyl-tRNA ligase activity	9	0.000
GABA receptor activity	3	0.200
		
**Over-represented GO terms associated only with up-regulated gene sets**		
**Biological Process**	**No. of genes**	**P value**

intracellular signaling cascade	113	0.000
cell adhesion	92	0.000
apoptosis	68	0.000
cell differentiation	61	0.000
cytoskeleton organization and biogenesis	46	0.000
skeletal development	23	0.000
muscle development	20	0.000
Wnt receptor signaling pathway	16	0.002
cell cycle arrest	13	0.001
blood vessel development	11	0.013
**Molecular Function**	**No. of genes**	**P value**

calcium ion binding	94	0.000
transcription factor activity	85	0.000
cytoskeletal protein binding	63	0.000
protein kinase activity	58	0.002
extracellular matrix structural constituent	28	0.000

P values from the DAVID [76] output are a measure for the enrichment of the individual GO terms in the lists of up (1458) and down-regulated (824) genes.

In contrast, GO terms associated with the loss of self-renewal reflected typical ES/EC cell properties, namely high rates of primary metabolism (> 300 genes), cell cycle, ATP consumption, and protein biosynthesis (Table 3). The differential expression of genes involved in chromatin remodeling has been discussed above. However, the down-regulation of large numbers of histone genes might additionally be interpreted as simply reflecting the overall reduction of cell division. On the other hand, we did not see this tendency in the NANOG RNAi samples which also displayed reduced proliferation rates. 

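The median over the 21 histone probes in the NANOG knock-down was -0.41 to -0.21 on single arrays. Of the 21, 16 had a negative log2 fold change there and 1 was called lower. Over the scaling alternatives this median ranged from -0.35 to -0.10, and with single arrays left out from -0.38 to -0.24.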

The NANOG phenotype (Fig. 1B) is likely a result of a reduction in metabolic and cell cycle activity rather than from the induction of apoptosis, as suggested by GO and KEGG pathway analyses (results not shown). Of interest in this context may also be the significant down-regulation of *UTF1 *in the NANOG knock-down (Table 2) since the mouse orthologue has been implicated in ES cell proliferation [61] and revealed to be a direct Nanog target [59].

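UTF1 (GI_4507858-S) had a signal of 2926 ± 214 (SD, n = 3) in the mock control and 1459.9 ± 71.5 in the NANOG knock-down, 50.0% of the mock control (standard error 0.09 on the log2 scale, limma adjusted p 1.11e-05). The log2 fold change was between -1.06 and -0.95 with each array left out. It fell further with OCT4 silenced, to 181 ± 6.21, and with SOX2 silenced, to 113 ± 13.1. The contrast of OCT4 against NANOG was -3.01 (limma adjusted p 3.06e-10).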

### Putative receptor-mediated signaling in hEC cells

To investigate whether there may be signaling pathways operative in maintaining the undifferentiated state of hEC cells, we mapped the sets of genes differentially expressed in the OCT4 and SOX2 knock-downs to known pathways [60]. We noticed that components of the TGFβ pathway were preferentially up-regulated upon differentiation (P < 0.01). These included *BMP1*, *4*, *6*, and *7*, *GREM1*, *TGFB2 *and *3*, *SMAD2 *and *3*, and – strikingly – *LEFTA *(> 50-fold up). 

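LEFTA (GI_27436880-S) had a signal of 23.0 ± 2.46 (SD, n = 3) in the mock control, 1229 ± 44.7 in the OCT4, 1278 ± 38.3 in the SOX2, and 158 ± 2.71 in the NANOG knock-down. The log2 fold changes were 5.74, 5.80, and 2.79 (limma adjusted p 1.08e-12, 1.28e-12, and 1.81e-09). It was detected on 1 of 3 mock arrays. BMP6 (GI_4809281-S), BMP7 (GI_4502426-S), TGFB3 (GI_4507464-S), and SMAD3 (listed as MADH3, GI_42476202-S) were called higher in the OCT4 knock-down with log2 fold changes of 1.63, 1.53, 1.35, and 0.84, and in the SOX2 knock-down with 2.05, 1.60, 1.42, and 0.85. BMP1 (GI_5902809-I), GREM1 (GI_37693998-S), and TGFB2 (GI_4507462-S) were not detected in the mock control. With OCT4 silenced they were at least 4.54-fold, 23.3-fold, and 2.62-fold higher. In the NANOG knock-down, LEFTA and GREM1 were called higher, the latter by at least 4.81-fold, and the other 6 were not. With a threshold of 40, TGFB3 lost its calls and TGFB2 its OCT4 call. No probe was paired with SMAD2 here.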

*NODAL *and the antagonists *LEFTA *and *B *are expressed in hES cells and rapidly down-regulated upon differentiation [22,42]. In addition to Nodal [62], TGFβ1 and Activin A have been shown to support self-renewal of hES cells, by activating SMAD 2/3 [21,63-66]. However, the corresponding genes are not or only weakly expressed in hEC cells (Additional file 6) and, moreover, we failed to amplify the SMAD binding partner FOXH1 from hEC cDNA (not shown). These findings argue against a contribution of TGFβ signaling to self-renewal of NCCIT hEC cells, in contrast to the situation in hES cells when grown in Serum Replacement-based medium. Further investigation is required to test this hypothesis.

Nevertheless, there may also be similarities between hES and hEC cells with regards to (autocrine) receptor-mediated signaling. For instance, we noticed that 3 genes encoding GABA receptor components were down-regulated upon differentiation (Table 3). This is noteworthy because for example, *GABRB3 *(4-fold down in our OCT4 and SOX2 RNAi samples) is also enriched hESCs [34,35] and GABA as well as pipecolic acid have recently been found to support the undifferentiated growth of these cells [63].

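GABBR1 (GI_11497611-A) had log2 fold changes of -0.82, -0.85, and -0.63 in the OCT4, NANOG, and SOX2 knock-downs (limma adjusted p 9.9e-06, 2.71e-05, and 7.6e-05), and GABRA5 (GI_6031207-S) of -2.21, -1.18, and -2.44 (limma adjusted p 3.55e-08, 3.02e-05, and 1.45e-08). Both were called lower in all 3. The SOX2 call of GABBR1 was lost without SOX2 array 1 and, like its OCT4 call, without scaling between arrays. With the methods' t-test and an adjusted p, GABRA5 lost its NANOG call.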

Moreover, we noticed that genes encoding MAPK-activating proteins were significantly down-regulated (Table 3, P < 0.05). 

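FGF19 (GI_15011922-S) fell from 157 ± 17.8 (SD, n = 3) in the mock control to 21.6 ± 2.81 in the OCT4 knock-down, a log2 fold change of -2.86 (limma adjusted p 9.17e-10), and was detected on no SOX2 array, at least 7.49-fold lower. In the NANOG knock-down it changed by -0.55 (limma adjusted p 0.00209), short of the fold limit, and it was called lower there under quantile normalization and without mock array 3. FGF2 (GI_41352694-S) was dim, at 34.3 ± 8.65 in the mock control, and detected on no array of the OCT4 and SOX2 knock-downs, where it was at least 1.68-fold and 1.61-fold lower. Both calls were lost with a threshold of 40, without the filter on dim probes, in a fit of only the conditions compared, and with the methods' t-test. With NANOG silenced FGF2 changed by -0.57 (limma adjusted p 0.0153, not called), and it was called lower there without mock array 1. Its fall with OCT4 silenced was not told from that with NANOG silenced, the contrast being -0.18 (limma adjusted p 0.356) with every OCT4 array at 20. FGFR3 (GI_13112047-A) had log2 fold changes of -1.29 and -1.26 with OCT4 and SOX2 silenced, and FGFR4 (GI_13112049-A) of -1.15 and -1.34. With NANOG silenced FGFR3 changed by 0.41 and FGFR4 by -0.33, neither of them called. Without scaling between arrays FGFR4 lost its OCT4 call and its contrast of OCT4 against NANOG, and FGFR3 was called higher in the NANOG knock-down.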

Interestingly, these included fibroblast growth factors and FGF receptors. In addition, Sprouty genes which encode modulators of FGF/MAPK signaling induced by FGFs themselves [67,68] were repressed as well. In contrast, *FGFRL1*, encoding an FGF receptor devoid of an intracellular tyrosine kinase domain and therefore a putative inhibitor of FGF signaling, was strongly induced (Fig. 3A). 

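SPRY1 (GI_40788000-I) had log2 fold changes of -0.82, -0.78, and -0.81 in the OCT4, NANOG, and SOX2 knock-downs (limma adjusted p 0.00233, 0.00741, and 0.00247), and was called lower in each. Leaving out single arrays, its NANOG call was lost in 7 of 12 refits and its SOX2 call in 2. SPRY4 (GI_23308573-S) gave -0.69, -0.77, and -0.58 (limma adjusted p 5.27e-06, 9.89e-06, and 2.33e-05). The SOX2 value was short of the fold limit and was called under quantile normalization, at -0.72. Without scaling between arrays, neither gene was called lower in the OCT4 and NANOG knock-downs and SPRY1 not in the SOX2 knock-down either. SPRY1 lost its 3 calls without the filter on dim probes and with the methods' t-test and an adjusted p, and its NANOG call with normexp, with a threshold of 40, and in a fit of only the conditions compared.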

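FGFRL1 (GI_13112053-S) rose from 25.2 ± 3.87 (SD, n = 3) in the mock control to 89.0 ± 6.59 in the OCT4 and 104 ± 12.5 in the SOX2 knock-down, log2 fold changes of 1.83 and 2.04 (limma adjusted p 1.31e-07 and 4.76e-08). In the NANOG knock-down it was detected on no array and not called, although it was called lower there under quantile normalization (-0.71) and with a threshold of 10.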

To test whether FGF signaling is required for self-renewal of NCCIT cells, we cultured these in the presence and absence of a potent inhibitor of FGF receptors [69]. After one day of SU5402 treatment, the cells showed a reduction in growth rates and began to differentiate. After 5 days, the cells had essentially ceased to proliferate and were largely differentiated as monitored by OCT4 immunostaining (Fig. 3B). To rule out that these observations were specific to the NCCIT cells we employed two other hEC lines and obtained essentially the same results (Fig. 3C). OCT4, NANOG, and SOX2 levels were monitored by real-time PCR, which confirmed the loss of the undifferentiated state in all three cell lines. These data strongly supports the notion that FGF signaling is a general requirement for self-renewal of hEC cells. This is likely to happen in an autocrine manner since fetal calf serum contained in the culture medium does not contain FGFs or, at least, FGF2 [70]. A speculative hypothesis is that autocrine signaling provides an explanation for the fact that several hEC lines need to be cultured at high densities to prevent their spontaneous differentiation [31].

**Figure 3:**
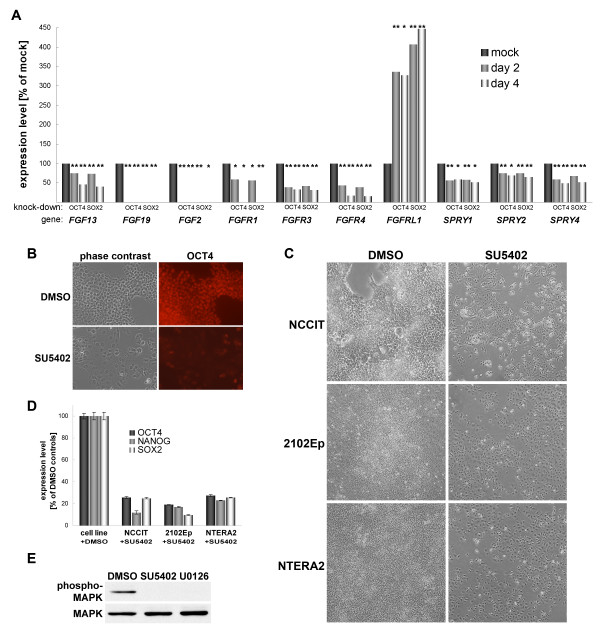
Autocrine FGF signaling is cruicial for hEC cell self-renewal. (A): Expression changes of genes involved in FGF signaling. Samples were assayed 2 and 4 days after transfection. Transcripts of *FGF19*, *FGF2*, and *FGFR1 *(at 96 h) were undetectable in the OCT4 and SOX2 RNAi samples. (B): Immunostain of OCT4 protein in NCCIT hEC cells 5 days after SU5402 treatment indicating loss of self-renewal. (C): Cellular morphology after 5 days of SU5402 treatment vs. DMSO controls using three different hEC cell lines. (D): Monitoring of *OCT4*, *NANOG*, and *SOX2 *expression levels by real-time PCR in samples from (C). Error bars indicate technical variation (DMSO control: means between cell lines). (E): Short-term effect of SU5402 treatment on MAPK phosphorylation in NCCIT hEC cells. Total MAPK protein (bottom panel) served as loading control. U0126 is a specific inhibitor of MEK (MAPKK) which directly phosphorylates ERK (MAPK). This sample served as positive control for the assay.

Interestingly, autocrine FGF signaling has also been shown to be crucial in human ES cells [71] and these also express FGF2, 13, and 19 which are down-regulated upon induction of differentiation [4,42]. While other pathways may as well be FGF-dependent in hES cells, FGF2 has been shown to activate the ERK/MAPK signaling cascade [72]. To test whether this is also the case in hEC cells, we monitored MAPK phosphorylation 30 minutes after SU5402 treatment. Indeed, MAPK was active in the control cells and its phosphorylation was abolished upon FGF receptor inhibition, as predicted (Fig. 3E).

## Conclusion

Overall, our data highlights the similarities between human EC and ES cells and further supports the idea that pluripotent human stem cells share a number of characteristics in the context of maintaining their cellular identity. This applies for the overall downstream targets of core transcription factors as well as for the requirement of autocrine FGF signaling. However, differences appear to exist with regards to the expression of TGFβ pathway genes.

## Methods

### esiRNA production

esiRNA was essentially produced as described elsewhere [73]. Briefly, T7-linked products from RT-PCRs on hEC cell cDNA were used as input for *in vitro *transcription reactions (Ambion). After annealing of the two RNA strands, long dsRNA was digested with in-house generated RNase III enzyme and purified to yield pools of siRNAs with an average size of 20–30 bp. 500–650 bp amplicons for the initial RT-PCRs were selected from repeat-masked cDNA regions following published guidelines to avoid theoretical cross-silencing [73]. Primer sequences are given in Additional file 7.

### Cell culture

hEC cells were grown in high-glucose DMEM supplemented with 10% FCS (Biochrom, Berlin/Germany), 2 mM glutamine, and penicillin/streptomycin on conventional tissue culture plastic surfaces. Different lines were compared with regards to their growth properties. We ultimately chose medium-passage NCCIT cells (a kind gift by Dr Leendert Looijenga) for our studies because this line showed the lowest rates of spontaneous differentiation when plated at low density (see Additional file 2C), as it is required for high-efficiency siRNA transfections. Knock-down efficiencies were optimised using esiRNA against GAPDH and lipofection reagents from different manufacturers. We then routinely transfected hECCs by seeding them at 20,000 cells/cm^2 ^along with esiRNA/Hyperfect (Qiagen) complexes (100 ng esiRNA/2 μl Hyperfect per cm^2^) in multiwell plates, following the "fast-forward" protocol by Qiagen. Treatment with either transfection reagent alone or Hyperfect plus irrelevant esiRNA did not significantly alter cell survival and growth rates. Silencing efficiencies with the GAPDH model esiRNA were ca. 90% under the optimised conditions. In experiments presented as supplementary data (Additional file 2), low-passage NCCIT cells directly obtained from ATCC (CRL-2073) were used in addition to the medium-passage NCCIT cells employed throughout this study. Proliferation curves were recorded by counting numbers of cells in GAPDH and NANOG esiRNA-transfected cultures by means of a hematocytometer. Cell numbers were normalised at the 12 h timepoint to account for slight variations in plating efficiencies. SU5402 (Calbiochem, 30 μM) was applied continuously to lines NCCIT, 2102Ep, and NTERA2 which were seeded at titres high enough to otherwise prevent significant spontaneous differentiation. DMSO-treated cultures served as controls. For short-term effects of SU5402 (30 μM) and U0126 (Promega, 20 μM) on MAPK phosphorylation semiconfluent NCCIT cultures were treated with these inhibitors and DMSO (as control) for 30 minutes. Representative morphology was recorded at 50-fold total magnification using an Olympus CK2 phase contrast microscope. RNA was isolated using Qiagen RNeasy kits with on-column DNase I digestion. Protein was extracted with an NP-40 and Benzonase-containing buffer.

H1 and H9 hES cells [1] were purchased from the WiCell Research Institute (Madison, Wisconsin), expanded on feeders, and adapted to feeder-free culture in MEF-conditioned medium for several passages before RNA isolation. hESCs were maintained undifferentiated in 6-wells pre-coated with Matrigel (BD Biosciences), using a combination of mechanical and enzymatic passaging. Composition of hES medium was as described elsewhere [74]. For experiments presented as supplementary data (Additional file 3), H9 hES cells were grown in a chemically defined medium [25] to minimise potential medium-dependent effects on NANOG protein levels.

### Real-time PCR, Western blotting, immunocytochemistry

RNA was reversely transcribed using MMLV (USB) and oligo-dT priming. Real-time RT-PCR was carried out on Applied Biosystems 7900 instrumentation in 20 μl reactions containing 10 μl of SYBR Green PCR mix (ABI), 0.375 μM of each primer, and diluted cDNA. All primer pairs used were confirmed to approximately double the amount of product within one cycle and to yield a single product of the predicted size. Primer sequences are provided in Additional file 7. Relative mRNA levels were calculated using the comparative Ct method (ABI instruction manual) and presented as % of biological controls. ACTB transcript levels were confirmed to correlate well with total RNA amounts and therefore used for normalisation throughout.

Western blotting was performed according to standard procedures and using chemiluminescence detection (ECL – Amersham). Antibodies used were Santa Cruz sc-8629 (OCT4), R&D AF1997 (NANOG), Santa Cruz sc-17320 X (SOX2), Ambion #4300 (GAPDH), Cell Signaling Technology #9102 and #9106 (p44/42 MAPK and phospho-MAPK, respectively), Calbiochem #401504 (HRP-linked), as well as Amersham NA9340 and NA9310 (HRP-linked).

Following paraformaldehyde fixation and permeabilisation with Triton X-100, OCT4 immunostaining was carried out employing antibodies sc-8629 (Santa Cruz) and A21468 (Amersham). Fluorescence was visualised using a Zeiss AxioImager Z1 microscope.

### Chip hybridisations and analysis of whole-genome expression data

Biotin-labelled cRNA was generated using a linear amplification kit (Ambion #IL1791) using 300 ng of DNA-free, quality-checked total RNA as input. Chip hybridisations, washing, Cy3-streptavidin (Amersham Biosciences) staining, and scanning was performed on an Illumina BeadStation 500 platform employing reagents and following protocols supplied by the manufacturer. cRNA samples were hybridised as biological triplicates on Illumina human-6 or human-8 BeadChips. Due to a 30-fold feature redundancy quantitative expression data can be obtained [49]. Samples to be hybridised were harvested 2 and 4 days after transfection. The OCT4 and SOX2 RNAi samples were morphologically indistinguishable in these experiments. Analysis of the data was focussed on the day 2 samples because the data of the two timepoints were found to be largely redundant (Fig. 3A). In addition to information provided in Additional file 4, day 2 processed and raw RNAi as well as hES cell expression data (vs. universal reference RNA – Stratagene #740000) have been made accessible through GEO [75] in a MIAME-compliant format (accession numbers GSE5422 and GSE5423).

All basic expression data analyses were carried out using the manufacturer's software BeadStudio 1.0. Raw data were background-subtracted and normalised using the "rank invariant" algorithm, by which negative intensity values may arise. These and values below the detection limit were arbitrarily set to the level of threshold detection (S = 20) in order to avoid nonsense values for expression ratios. Differentially expressed genes were required to change by at least 50% at P < 0.01 according to both the t-test (assuming equal variance) and an Illumina custom model [49]. Pathway and Gene Ontology analyses were carried out using DAVID 2006 [76]. In both cases, we used GenBank accession numbers represented by the corresponding chip oligonucleotides as input.

## Authors' contributions

BG conceived and carried out experiments, analysed data, and drafted the manuscript. HL provided materials the experimental platform essential to this work. JA conceived experiments, analysed data, and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Microarray-based transciptome comparison between hES cells and NCCIT hEC cells. Linear correlation coefficients (r) were 0.947 (NCCIT vs. H1), 0.934 (NCCIT vs. H9), and 0.984 (H1 vs. H9). Universal reference RNA (Stratagene) served as a baseline to identify genes preferentially expressed in hES and hEC cells. Click here for file

Additional file 2 Silencing of OCT4 and NANOG in 2102Ep, NTERA2, and two batches of NCCIT cells. (A) Real-time PCRs at two timepoints after esiRNA transfection using OCT4, NANOG, and SOX2 primers as well as markers of trophoblast differentiation. Bars indicate standard errors between two independent experiments (NCCIT) or between values based on distinct housekeeping controls (2102Ep and NTERA2). (B) Representative cellular morphology at day 4. See Fig. 3C for undifferentiated samples. (C) Real-time PCR-based comparison between cells kept undifferentiated by high density passaging vs. cells plated at low density as required for efficient gene silencing, using CDX2 as an early differentiation marker. Click here for file

Additional file 3 NANOG protein levels in NCCIT (with and without transfection of NANOG esiRNA) and H9 hES cells. Left: Western blot probed with NANOG and GAPDH antibodies. Right: Undifferentiated morphology of hES cells prior to harvesting. Click here for file

Additional file 4 Differentially expressed genes in the OCT4, NANOG, and SOX2 knock-downs. (A) up and (B) down in the OCT4 RNAi samples, (C) up and (D) down in the NANOG knock-down, (E) up and (F) down with silencing of SOX2. The expression of genes was required to change at least 1.5-fold at P < 0.01, according to two statistical tests. Specific gene expression in hES cells (ratio > 3 vs. universal RNA) and hESC ChIP-chip data from [8] are indicated in the last columns. Click here for file

Additional file 5 Real-time PCR confirmations of differential gene expression in the OCT4, NANOG, and SOX2 RNAi samples. (A) Relative mRNA levels as measured with microarrays (light columns) and real-time PCR (dark columns). Real-time PCR measurements are based on two housekeeping control genes (GAPDH and ACTB). (B) Correlation between array and real-time PCR data of part A. The slope and correlation coefficient given refer to those transcripts that could reliably be detected by the arrays in both conditions (slope with all data points: 1.2; R^2 ^= 0.88). Click here for file

Additional file 6 TGFβ pathway genes differentially expressed in the OCT4 and SOX2 knock-downs. *INHBA*, and *NODAL *were included because of their roles in sustaining the undifferenitated growth of hES cells, although their expression did not change significantly (n.s.) or was below detectable levels (n.expr.). The probe for *TGFB1 *was found to be falsely designed (n/a). Click here for file

Additional file 7 Primers for esiRNA production and real-time RT-PCR. Click here for file

## References

[B1] Thomson JA, Itskovitz-Eldor J, Shapiro SS, Waknitz MA, Swiergiel JJ, Marshall VS, Jones JM (1998). Embryonic stem cell lines derived from human blastocysts. Science.

[B2] Reubinoff BE, Pera MF, Fong CY, Trounson A, Bongso A (2000). Embryonic stem cell lines from human blastocysts: somatic differentiation in vitro. Nat Biotechnol.

[B3] Smith AG (2001). Embryo-derived stem cells: of mice and men. Annu Rev Cell Dev Biol.

[B4] Sato N, Sanjuan IM, Heke M, Uchida M, Naef F, Brivanlou AH (2003). Molecular signature of human embryonic stem cells and its comparison with the mouse. Dev Biol.

[B5] Mitsui K, Tokuzawa Y, Itoh H, Segawa K, Murakami M, Takahashi K, Maruyama M, Maeda M, Yamanaka S (2003). The homeoprotein Nanog is required for maintenance of pluripotency in mouse epiblast and ES cells. Cell.

[B6] Chambers I, Colby D, Robertson M, Nichols J, Lee S, Tweedie S, Smith A (2003). Functional expression cloning of Nanog, a pluripotency sustaining factor in embryonic stem cells. Cell.

[B7] Nichols J, Zevnik B, Anastassiadis K, Niwa H, Klewe-Nebenius D, Chambers I, Scholer H, Smith A (1998). Formation of pluripotent stem cells in the mammalian embryo depends on the POU transcription factor Oct4. Cell.

[B8] Boyer LA, Lee TI, Cole MF, Johnstone SE, Levine SS, Zucker JP, Guenther MG, Kumar RM, Murray HL, Jenner RG, Gifford DK, Melton DA, Jaenisch R, Young RA (2005). Core transcriptional regulatory circuitry in human embryonic stem cells. Cell.

[B9] Okumura-Nakanishi S, Saito M, Niwa H, Ishikawa F (2005). Oct-3/4 and Sox2 regulate Oct-3/4 gene in embryonic stem cells. J Biol Chem.

[B10] Chew JL, Loh YH, Zhang W, Chen X, Tam WL, Yeap LS, Li P, Ang YS, Lim B, Robson P, Ng HH (2005). Reciprocal transcriptional regulation of Pou5f1 and Sox2 via the Oct4/Sox2 complex in embryonic stem cells. Mol Cell Biol.

[B11] Rodda DJ, Chew JL, Lim LH, Loh YH, Wang B, Ng HH, Robson P (2005). Transcriptional regulation of nanog by OCT4 and SOX2. J Biol Chem.

[B12] Boyer LA, Plath K, Zeitlinger J, Brambrink T, Medeiros LA, Lee TI, Levine SS, Wernig M, Tajonar A, Ray MK, Bell GW, Otte AP, Vidal M, Gifford DK, Young RA, Jaenisch R (2006). Polycomb complexes repress developmental regulators in murine embryonic stem cells. Nature.

[B13] Lee TI, Jenner RG, Boyer LA, Guenther MG, Levine SS, Kumar RM, Chevalier B, Johnstone SE, Cole MF, Isono K, Koseki H, Fuchikami T, Abe K, Murray HL, Zucker JP, Yuan B, Bell GW, Herbolsheimer E, Hannett NM, Sun K, Odom DT, Otte AP, Volkert TL, Bartel DP, Melton DA, Gifford DK, Jaenisch R, Young RA (2006). Control of developmental regulators by Polycomb in human embryonic stem cells. Cell.

[B14] Meshorer E, Yellajoshula D, George E, Scambler PJ, Brown DT, Misteli T (2006). Hyperdynamic plasticity of chromatin proteins in pluripotent embryonic stem cells. Dev Cell.

[B15] Meshorer E, Misteli T (2006). Chromatin in pluripotent embryonic stem cells and differentiation. Nat Rev Mol Cell Biol.

[B16] Ying QL, Nichols J, Chambers I, Smith A (2003). BMP induction of Id proteins suppresses differentiation and sustains embryonic stem cell self-renewal in collaboration with STAT3. Cell.

[B17] Daheron L, Opitz SL, Zaehres H, Lensch WM, Andrews PW, Itskovitz-Eldor J, Daley GQ (2004). LIF/STAT3 signaling fails to maintain self-renewal of human embryonic stem cells. Stem Cells.

[B18] Xu RH, Chen X, Li DS, Li R, Addicks GC, Glennon C, Zwaka TP, Thomson JA (2002). BMP4 initiates human embryonic stem cell differentiation to trophoblast. Nat Biotechnol.

[B19] Pera MF, Andrade J, Houssami S, Reubinoff B, Trounson A, Stanley EG, Ward-van Oostwaard D, Mummery C (2004). Regulation of human embryonic stem cell differentiation by BMP-2 and its antagonist noggin. J Cell Sci.

[B20] Pera MF, Reubinoff B, Trounson A (2000). Human embryonic stem cells. J Cell Sci.

[B21] James D, Levine AJ, Besser D, Hemmati-Brivanlou A (2005). TGFbeta/activin/nodal signaling is necessary for the maintenance of pluripotency in human embryonic stem cells. Development.

[B22] Besser D (2004). Expression of nodal, lefty-a, and lefty-B in undifferentiated human embryonic stem cells requires activation of Smad2/3. J Biol Chem.

[B23] Xu RH, Peck RM, Li DS, Feng X, Ludwig T, Thomson JA (2005). Basic FGF and suppression of BMP signaling sustain undifferentiated proliferation of human ES cells. Nat Methods.

[B24] Wang G, Zhang H, Zhao Y, Li J, Cai J, Wang P, Meng S, Feng J, Miao C, Ding M, Li D, Deng H (2005). Noggin and bFGF cooperate to maintain the pluripotency of human embryonic stem cells in the absence of feeder layers. Biochem Biophys Res Commun.

[B25] Yao S, Chen S, Clark J, Hao E, Beattie GM, Hayek A, Ding S (2006). Long-term self-renewal and directed differentiation of human embryonic stem cells in chemically defined conditions. Proc Natl Acad Sci U S A.

[B26] Amit M, Carpenter MK, Inokuma MS, Chiu CP, Harris CP, Waknitz MA, Itskovitz-Eldor J, Thomson JA (2000). Clonally derived human embryonic stem cell lines maintain pluripotency and proliferative potential for prolonged periods of culture. Dev Biol.

[B27] Mitalipova MM, Rao RR, Hoyer DM, Johnson JA, Meisner LF, Jones KL, Dalton S, Stice SL (2005). Preserving the genetic integrity of human embryonic stem cells. Nat Biotechnol.

[B28] Elbashir SM, Harborth J, Lendeckel W, Yalcin A, Weber K, Tuschl T (2001). Duplexes of 21-nucleotide RNAs mediate RNA interference in cultured mammalian cells. Nature.

[B29] Ivanova N, Dobrin R, Lu R, Kotenko I, Levorse J, DeCoste C, Schafer X, Lun Y, Lemischka IR (2006). Dissecting self-renewal in stem cells with RNA interference. Nature.

[B30] Josephson R, Ording CJ, Liu Y, Shin S, Lakshmipathy U, Toumadje A, Love B, Chesnut JD, Andrews PW, Rao MS, Auerbach JM (2007). Qualification of embryonal carcinoma 2102Ep as a reference for human embryonic stem cell research. Stem Cells.

[B31] Andrews PW (2002). From teratocarcinomas to embryonic stem cells. Philos Trans R Soc Lond B Biol Sci.

[B32] Matin MM, Walsh JR, Gokhale PJ, Draper JS, Bahrami AR, Morton I, Moore HD, Andrews PW (2004). Specific knockdown of Oct4 and beta2-microglobulin expression by RNA interference in human embryonic stem cells and embryonic carcinoma cells. Stem Cells.

[B33] Andrews PW, Matin MM, Bahrami AR, Damjanov I, Gokhale P, Draper JS (2005). Embryonic stem (ES) cells and embryonal carcinoma (EC) cells: opposite sides of the same coin. Biochem Soc Trans.

[B34] Sperger JM, Chen X, Draper JS, Antosiewicz JE, Chon CH, Jones SB, Brooks JD, Andrews PW, Brown PO, Thomson JA (2003). Gene expression patterns in human embryonic stem cells and human pluripotent germ cell tumors. Proc Natl Acad Sci U S A.

[B35] Liu Y, Shin S, Zeng X, Zhan M, Gonzalez R, Mueller FJ, Schwartz CM, Xue H, Li H, Baker SC, Chudin E, Barker DL, McDaniel TK, Oeser S, Loring JF, Mattson MP, Rao MS (2006). Genome wide profiling of human embryonic stem cells (hESCs), their derivatives and embryonal carcinoma cells to develop base profiles of U.S. Federal government approved hESC lines. BMC Dev Biol.

[B36] Draper JS, Smith K, Gokhale P, Moore HD, Maltby E, Johnson J, Meisner L, Zwaka TP, Thomson JA, Andrews PW (2004). Recurrent gain of chromosomes 17q and 12 in cultured human embryonic stem cells. Nat Biotechnol.

[B37] Andrews PW (2006). The selfish stem cell. Nat Biotechnol.

[B38] Brandenberger R, Wei H, Zhang S, Lei S, Murage J, Fisk GJ, Li Y, Xu C, Fang R, Guegler K, Rao MS, Mandalam R, Lebkowski J, Stanton LW (2004). Transcriptome characterization elucidates signaling networks that control human ES cell growth and differentiation. Nat Biotechnol.

[B39] Bhattacharya B, Miura T, Brandenberger R, Mejido J, Luo Y, Yang AX, Joshi BH, Ginis I, Thies RS, Amit M, Lyons I, Condie BG, Itskovitz-Eldor J, Rao MS, Puri RK (2004). Gene expression in human embryonic stem cell lines: unique molecular signature. Blood.

[B40] Skottman H, Mikkola M, Lundin K, Olsson C, Stromberg AM, Tuuri T, Otonkoski T, Hovatta O, Lahesmaa R (2005). Gene expression signatures of seven individual human embryonic stem cell lines. Stem Cells.

[B41] Adjaye J, Huntriss J, Herwig R, BenKahla A, Brink TC, Wierling C, Hultschig C, Groth D, Yaspo ML, Picton HM, Gosden RG, Lehrach H (2005). Primary differentiation in the human blastocyst: comparative molecular portraits of inner cell mass and trophectoderm cells. Stem Cells.

[B42] Babaie Y, Herwig R, Greber B, Brink TC, Wruck W, Groth D, Lehrach H, Burdon T, Adjaye J (2006). Analysis of OCT4 dependent transcriptional networks regulating self renewal and pluripotency in human embryonic stem cells. Stem Cells.

[B43] Bhattacharya B, Cai J, Luo Y, Miura T, Mejido J, Brimble SN, Zeng X, Schulz TC, Rao MS, Puri RK (2005). Comparison of the gene expression profile of undifferentiated human embryonic stem cell lines and differentiating embryoid bodies. BMC Dev Biol.

[B44] Yang D, Buchholz F, Huang Z, Goga A, Chen CY, Brodsky FM, Bishop JM (2002). Short RNA duplexes produced by hydrolysis with Escherichia coli RNase III mediate effective RNA interference in mammalian cells. Proc Natl Acad Sci U S A.

[B45] Zaehres H, Lensch MW, Daheron L, Stewart SA, Itskovitz-Eldor J, Daley GQ (2005). High-efficiency RNA interference in human embryonic stem cells. Stem Cells.

[B46] Hyslop L, Stojkovic M, Armstrong L, Walter T, Stojkovic P, Przyborski S, Herbert M, Murdoch A, Strachan T, Lako M (2005). Downregulation of NANOG induces differentiation of human embryonic stem cells to extraembryonic lineages. Stem Cells.

[B47] Damjanov I, Horvat B, Gibas Z (1993). Retinoic acid-induced differentiation of the developmentally pluripotent human germ cell tumor-derived cell line, NCCIT. Lab Invest.

[B48] Strumpf D, Mao CA, Yamanaka Y, Ralston A, Chawengsaksophak K, Beck F, Rossant J (2005). Cdx2 is required for correct cell fate specification and differentiation of trophectoderm in the mouse blastocyst. Development.

[B49] Kuhn K, Baker SC, Chudin E, Lieu MH, Oeser S, Bennett H, Rigault P, Barker D, McDaniel TK, Chee MS (2004). A novel, high-performance random array platform for quantitative gene expression profiling. Genome Res.

[B50] Jackson AL, Bartz SR, Schelter J, Kobayashi SV, Burchard J, Mao M, Li B, Cavet G, Linsley PS (2003). Expression profiling reveals off-target gene regulation by RNAi. Nat Biotechnol.

[B51] Kittler R, Buchholz F (2005). Functional genomic analysis of cell division by endoribonuclease-prepared siRNAs. Cell Cycle.

[B52] Hay DC, Sutherland L, Clark J, Burdon T (2004). Oct-4 knockdown induces similar patterns of endoderm and trophoblast differentiation markers in human and mouse embryonic stem cells. Stem Cells.

[B53] Teshima S, Shimosato Y, Hirohashi S, Tome Y, Hayashi I, Kanazawa H, Kakizoe T (1988). Four new human germ cell tumor cell lines. Lab Invest.

[B54] Russ AP, Wattler S, Colledge WH, Aparicio SA, Carlton MB, Pearce JJ, Barton SC, Surani MA, Ryan K, Nehls MC, Wilson V, Evans MJ (2000). Eomesodermin is required for mouse trophoblast development and mesoderm formation. Nature.

[B55] Scott IC, Anson-Cartwright L, Riley P, Reda D, Cross JC (2000). The HAND1 basic helix-loop-helix transcription factor regulates trophoblast differentiation via multiple mechanisms. Mol Cell Biol.

[B56] Firulli AB, McFadden DG, Lin Q, Srivastava D, Olson EN (1998). Heart and extra-embryonic mesodermal defects in mouse embryos lacking the bHLH transcription factor Hand1. Nat Genet.

[B57] Androutsellis-Theotokis A, Leker RR, Soldner F, Hoeppner DJ, Ravin R, Poser SW, Rueger MA, Bae SK, Kittappa R, McKay RD (2006). Notch signalling regulates stem cell numbers in vitro and in vivo. Nature.

[B58] Takahashi K, Yamanaka S (2006). Induction of Pluripotent Stem Cells from Mouse Embryonic and Adult Fibroblast Cultures by Defined Factors. Cell.

[B59] Loh YH, Wu Q, Chew JL, Vega VB, Zhang W, Chen X, Bourque G, George J, Leong B, Liu J, Wong KY, Sung KW, Lee CW, Zhao XD, Chiu KP, Lipovich L, Kuznetsov VA, Robson P, Stanton LW, Wei CL, Ruan Y, Lim B, Ng HH (2006). The Oct4 and Nanog transcription network regulates pluripotency in mouse embryonic stem cells. Nat Genet.

[B60] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol.

[B61] Nishimoto M, Miyagi S, Yamagishi T, Sakaguchi T, Niwa H, Muramatsu M, Okuda A (2005). Oct-3/4 maintains the proliferative embryonic stem cell state via specific binding to a variant octamer sequence in the regulatory region of the UTF1 locus. Mol Cell Biol.

[B62] Vallier L, Reynolds D, Pedersen RA (2004). Nodal inhibits differentiation of human embryonic stem cells along the neuroectodermal default pathway. Dev Biol.

[B63] Ludwig TE, Levenstein ME, Jones JM, Berggren WT, Mitchen ER, Frane JL, Crandall LJ, Daigh CA, Conard KR, Piekarczyk MS, Llanas RA, Thomson JA (2006). Derivation of human embryonic stem cells in defined conditions. Nat Biotechnol.

[B64] Beattie GM, Lopez AD, Bucay N, Hinton A, Firpo MT, King CC, Hayek A (2005). Activin A maintains pluripotency of human embryonic stem cells in the absence of feeder layers. Stem Cells.

[B65] Xiao L, Yuan X, Sharkis SJ (2006). Activin a maintains self-renewal and regulates fibroblast growth factor, wnt, and bone morphogenic protein pathways in human embryonic stem cells. Stem Cells.

[B66] Amit M, Shariki C, Margulets V, Itskovitz-Eldor J (2004). Feeder layer- and serum-free culture of human embryonic stem cells. Biol Reprod.

[B67] Kim HJ, Bar-Sagi D (2004). Modulation of signalling by Sprouty: a developing story. Nat Rev Mol Cell Biol.

[B68] Greber B, Lehrach H, Adjaye J (2006). FGF2 Modulates TGF{beta} Signaling in MEFs and Human ES cells to Support hESC Self-renewal. Stem Cells.

[B69] Mohammadi M, McMahon G, Sun L, Tang C, Hirth P, Yeh BK, Hubbard SR, Schlessinger J (1997). Structures of the tyrosine kinase domain of fibroblast growth factor receptor in complex with inhibitors. Science.

[B70] Zaragosi LE, Ailhaud G, Dani C (2006). Autocrine FGF2 signaling is critical for self-renewal of Human Multipotent Adipose-Derived Stem Cells. Stem Cells.

[B71] Dvorak P, Dvorakova D, Koskova S, Vodinska M, Najvirtova M, Krekac D, Hampl A (2005). Expression and potential role of fibroblast growth factor 2 and its receptors in human embryonic stem cells. Stem Cells.

[B72] Kang HB, Kim JS, Kwon HJ, Nam KH, Youn HS, Sok DE, Lee Y (2005). Basic fibroblast growth factor activates ERK and induces c-fos in human embryonic stem cell line MizhES1. Stem Cells Dev.

[B73] Kittler R, Heninger AK, Franke K, Habermann B, Buchholz F (2005). Production of endoribonuclease-prepared short interfering RNAs for gene silencing in mammalian cells. Nat Methods.

[B74] Xu C, Inokuma MS, Denham J, Golds K, Kundu P, Gold JD, Carpenter MK (2001). Feeder-free growth of undifferentiated human embryonic stem cells. Nat Biotechnol.

[B75] Gene Expression Omnibus. http://www.ncbi.nlm.nih.gov/geo.

[B76] DAVID. http://david.abcc.ncifcrf.gov.

[B77] Chow S, Ruskey F, Liotta G (2004). Drawing Area-Proportional Venn and Euler Diagrams. Proceedings of Graph Drawing 2003.

How the deposited data were processed for this re-analysis (not part of the article)

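NCCIT cells were mock-treated or had OCT4, NANOG, or SOX2 silenced with esiRNA, with 3 biological replicates of each of the 4 conditions on 1 Illumina BeadChip array each. The sample labels and the methods name different days (2.5 and 2) and seeding densities (70000 and 20000 cells per cm2). The authors summarised the beads of each probe with BeadStudio into a mean intensity per array, deposited with the background still in and before normalisation. The deposited detection values are a fraction, the share of negative control bead types dimmer than the probe. The authors also deposited a table of background-subtracted and normalised intensity, the mean of each condition, in which undetected probes have no value. That this table is a linear function of the per-array signals was checked for each condition. It was used for an alternative and to recover the scaling factors of the authors.

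Each of the 12 arrays has 47289 probes after 4 bacterial control probes were left out. The intensity of an array summed to 12433029 to 19594676, and 11196 to 12858 probes per array were detected at a detection value of at least 0.99. The background, 93.5 to 119, was recovered as the mean of the negative controls from the steps of the detection values and subtracted. Each array was then scaled by the median ratio to the mean of the mock arrays over rank-invariant probes. These were probes detected on every array (9899) whose reference rank lay between the 50th and the 90th percentile and whose rank changed by less than 0.05. Taking them among detected probes was settled after the files and the factors of the authors had been seen, and the factors were 0.974 to 1.03 times those of the authors. Taking them among all probes is an alternative. Signals under 20 were set to 20, and log2 was taken. Arrays of the same condition then correlated at 0.992 to 0.996 (12 pairs), and those of different conditions at 0.933 to 0.994 (54 pairs).

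A linear model with the 4 conditions was fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3, data.table 1.17.8) to the 12374 probes detected on every replicate of at least 1 condition. The 6 contrasts between conditions were tested with limma's moderated test, and p was adjusted over these probes after Benjamini and Hochberg. A probe was called at an adjusted p under 0.01 and a change of at least 1.5-fold. Fold changes against a condition with no detected array are lower bounds, taken against the dimmest detected signal of its arrays, or 20 if that is higher. Where some arrays of the dimmer condition were at the floor, and none of the brighter, changes are lower bounds as well. The mock arrays are shared by the 3 comparisons, so overlaps of these were set beside 20 simulations of unchanged knock-downs. The pipeline was tested on simulated data: of 200 changed probes among 10587 tested, 197 were found for OCT4, 199 for SOX2, and 200 for OCT4 against NANOG, with 0, 1, and 1 false calls. All simulated changes exceeded 1.5-fold, on brighter probes detected on every mock array, so weaker changes and dim probes were not covered. A difference between OCT4 and SOX2 was not simulated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Random draws used fixed seeds.

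The genes named were every gene that the paper names in its text, Tables 1 and 2, Fig. 3A, or Additional file 6 and that a table pairs with a probe, and the 5 probes per knock-down and direction with the largest fold change among those called, detected on every array of both conditions, and changed the same way in every replicate against every mock replicate. Of 139 such genes of the paper, 103 have a probe and 36 were not paired with one. Some of the genes named by this rule are not reported here. Pairs of probe and symbol come from Table S1 of the paper, which names 2985 probes, 2481 of them with an accession in the RefSeq table of gene symbols. DPPA3 is paired through LOC338759, under which Table S1 lists its probes. One part of Table S1 is held only in part (236 probes lower in the NANOG knock-down), of which 222 were called lower here. The ChIP-chip marks are those of Table S1.

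The histone genes (21 probes) were taken by name from the probes that Table S1 lists as lower with OCT4 silenced, so a fall there is given by the choice. They had 20 called lower in the OCT4 and SOX2 knock-downs and 1 in the NANOG knock-down. Of a list of 33 interferon-stimulated genes, whose test was chosen after the results were seen, 6 were paired with a probe, with 0 higher in all 3 knock-downs. Among the GABA receptor genes that Table S1 names, GABBR1 and GABRA5 were lower in all 3 knock-downs and GABRP was higher in the OCT4 and SOX2 knock-downs.

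The alternatives were quantile normalization, no scaling, scaling to the 75th percentile over detected or all probes, the factors of the authors, rank-invariant probes among all probes, normexp background correction with an offset of 50 and quantile normalization, floors of 10 and 40, no filter on dim probes, only probes detected on every array, the series matrix, a fit of only the 2 conditions compared, a replicate block, an intensity trend with robust spread, the methods' t-test with and without adjustment, adjusted p under 0.05 and unadjusted limma p under 0.01, a 2-fold minimum and no minimum fold change, linear signals, all probes, and Spearman's coefficient for the correlations, the mean over the probes of a gene, and each array left out in turn. Arrays of other days, of the other NANOG esiRNA, and of hES cells and universal RNA were not analysed here, nor was the custom model of the manufacturer used. Gene Ontology terms were not analysed here.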

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

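The tests below were set before their results were seen, apart from the scaling with rank-invariant probes or the 75th percentile over all probes and with the factors of the authors, which are among the 7 other scalings and were chosen after the data had been seen. The tests with mock arrays held out and with probes picked anew under each scaling were chosen after the first results were seen.

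Between the knock-downs, 84 probes changed in opposite directions: 36 were called higher in the NANOG and lower in the OCT4 and SOX2 knock-downs, and 48 lower in the NANOG and higher in both others. The paper does not report them as a group, although it names some of the genes. The 3 probes of FEZ1 had log2 fold changes of -3.36, -2.24, and -1.90 with OCT4 silenced and 1.70, 1.62, and 1.89 with NANOG silenced. KRT18 (GI_40354193-A) gave 1.60 and -1.07, ERBB2 (GI_4758297-S) -0.82 and 1.11, OTX2 -1.25 and 1.41, and the FST probe GI_7242221-A -0.75 and 1.28. The contrast of OCT4 against NANOG had limma adjusted p of 1.08e-11 for the FEZ1 probe GI_17105402-I, 1.12e-10 for KRT18, 1.02e-07 for ERBB2, and 1.14e-08 for OTX2. The OCT4 calls of ERBB2 (-0.13), OTX2 (-0.57), and the FST probe (-0.07) were lost without scaling between arrays, the last with its SOX2 call (-0.48). ERBB2 also lost its OCT4 call with normexp and quantile normalization, floors of 10 and 40, and the methods' t-test and an adjusted p, its SOX2 call with the floor of 40, and its NANOG call with the methods' t-test and an adjusted p. For the mean over the probes of FST, neither the OCT4 (-0.46) nor the SOX2 call was made.

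Chance values of the shared mock arrays were first tested with simulated unchanged knock-downs, which gave at most 0 such probes in 20 simulations. These knock-downs shared no call in either direction, and shared arrays pull the comparisons the same way, so that test decides nothing. The tables argue against such chance values in another way. Probes with opposite calls were picked without 1 mock array, and that array lay between the NANOG and both other knock-downs for 79 of 79, 71 of 71, and 75 of 76 probes with mock arrays 1, 2, and 3 held out, at the lowest 98.7%, against 25.5 to 26.1% of all tested probes. The contrasts of OCT4 and of SOX2 against NANOG, which do not use the mock arrays, were both called for the 84 probes, as the choice of these probes makes nearly certain.

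The tables also argue against the scaling between arrays as the whole cause. With probes picked anew among all tested ones under each of 7 other scalings, 20 to 48 were higher in the NANOG and lower in both other knock-downs and 17 to 49 the reverse, and the fewest in either direction were the 17 under normexp background correction with quantile normalization. Without scaling they were 28 and 32. How many of the 84 probes depend on the scaling stays open: 42.9% of them kept opposite calls under normexp and quantile normalization, the lowest of the 7, and 50% without scaling, the other 5 scalings keeping 77.4 to 97.6%. Without a choice of probes, the contrast of OCT4 against NANOG called 1757 probes higher and 957 lower with OCT4 silenced by limma, so a difference between these conditions was tested and found. What the difference stems from, such as the undifferentiated state that the paper describes for the NANOG knock-down, stays open, and no cause of it was tested.

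GABRP (GI_7657105-S) is a GABA receptor gene outside those the paper discusses, and it was chosen after its values were seen. It was at the floor of 20 on every mock array. Its signal was 1367 ± 79.3 (SD, n = 3) in the OCT4 and 1179.6 ± 72.2 in the SOX2 knock-down, at least 62.4-fold and at least 53.8-fold higher than in the mock control (limma adjusted p 6.48e-12 and 7.88e-12, higher on 3 of 3 arrays each), and 24.8 in the NANOG knock-down (log2 fold change 0.29, limma adjusted p 0.0757). The contrast of OCT4 against NANOG was 5.80 (limma adjusted p 1.32e-11). With a floor of 10, GABRP was called higher in the NANOG knock-down as well, at 1.17.

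The tables argue against a single bright array, since the lowest log2 fold change of GABRP in the OCT4 or SOX2 knock-down with 1 array left out was 5.83, and against the scaling between arrays, under which it was at least 4.65 over 7 other scalings. Both tests use the floor in the mock control. Cross-hybridisation of the probe was not tested. A candidate explanation is that GABRP rises as the cells differentiate with OCT4 or SOX2 silenced, which is a hypothesis found and tested on the same arrays.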

How the results depend on the processing

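Rank-invariant probes taken among all probes, the factors of the authors, and the 75th percentile over all probes were alternatives chosen after the data had been seen, as was the interferon list's test, and the other alternatives were set before the data were examined. From all arrays and without these changes, 2124 probes were higher and 1080 lower in the OCT4, 656 and 528 in the NANOG, and 2095 and 1013 in the SOX2 knock-down. The OCT4 and SOX2 knock-downs shared 1851 higher and 914 lower, and all 3 shared 356 and 274. Between OCT4 and NANOG 2714 differed, 84 had opposite calls with NANOG silenced, and 0 differed between OCT4 and SOX2 by limma (1298 at an unadjusted p under 0.05, 33 with the methods' t-test at an unadjusted p). These counts, except the last, stayed within 1.5 times under quantile normalization, 75th percentile scaling, the factors of the authors, an intensity trend, and the looser limits on p. The cause of a change was not tested except where the construction of the alternative shows it.

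Without scaling between arrays, all arrays kept their brightness, and the median log2 fold change over the tested probes was 0.71 in the OCT4, 0.21 in the NANOG, and 0.28 in the SOX2 knock-down. The OCT4 knock-down then had 7347 probes higher and 324 lower (95.8% higher, against 66.3%), the NANOG knock-down 1414 and 259 (84.5%, against 55.4%), and the SOX2 knock-down 3343 and 573 (85.4%, against 67.4%). The OCT4 and SOX2 knock-downs shared 3321 higher and 315 lower probes, all 3 shared 862 and 114, 5305 differed between OCT4 and NANOG, and 962 between OCT4 and SOX2. The correlations were 0.937 for mock and OCT4, 0.947 for OCT4 and NANOG, and 0.947 for NANOG and SOX2. The histone medians were -0.60, -0.10, and -1.06 and the interferon medians 0.62, 0.28, and 0.41 for OCT4, NANOG, and SOX2. Of the results of single genes in this setting, the STAT3 probe GI_21618337-A reversed in the OCT4 knock-down, from -0.66 to 0.022.

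Quantile normalization gave 1696 probes higher and 1548 lower in the OCT4 knock-down (52.3% higher), 620 and 589 in the NANOG knock-down (51.3%), and 1673 and 1512 in the SOX2 knock-down (52.5%). It moved the correlations to 0.935 for mock and OCT4, 0.934 for mock and SOX2, 0.947 for OCT4 and NANOG, and 0.946 for NANOG and SOX2, the histone medians to -1.41 for OCT4 and -1.36 for SOX2, and the interferon medians to 0.0998 and 0.16.

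Normexp background correction with quantile normalization gave 1177, 326, and 1198 higher probes in the OCT4, NANOG, and SOX2 knock-downs and 289 lower in the NANOG knock-down. The share of higher calls was 56.5% for OCT4 and 57.6% for SOX2. Shared by OCT4 and SOX2 were 1076 higher, and by all 3 142 higher and 177 lower. OCT4 and NANOG differed in 1792 probes, OCT4 and SOX2 in 3, and 37 probes were called in opposite directions. The correlations were 0.947 for mock and OCT4, 0.947 for mock and SOX2, 0.957 for OCT4 and NANOG, and 0.956 for NANOG and SOX2, the OCT4 histone median -0.98, and the interferon medians 0.13 for OCT4 and 0.095 for SOX2.

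With rank-invariant probes among all probes, whose OCT4 factors left a median log2 fold change of 0.13, the NANOG knock-down had 754 probes higher and 462 lower, the OCT4 knock-down 2520 and 860 (74.6% higher), and the SOX2 knock-down 1770 and 1234 (58.9%), and 27 probes differed between OCT4 and SOX2. With the 75th percentile over all probes, 3 did, the NANOG knock-down had 947 higher and 407 lower (69.9%), the SOX2 knock-down 1733 and 1308 (57.0%), and the NANOG interferon median was 0.17.

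A floor of 10 in place of 20, which widens the changes of dim probes, moved the correlations to 0.928 for mock and OCT4, 0.928 for mock and SOX2, 0.941 for OCT4 and NANOG, and 0.940 for NANOG and SOX2 and the histone medians to -1.34 for OCT4 and -1.39 for SOX2. A floor of 40 narrows them and gave correlations of 0.949 for mock and OCT4, 0.948 for mock and SOX2, 0.957 for OCT4 and NANOG, and 0.956 for NANOG and SOX2, a SOX2 histone median of -1.06, a NANOG interferon median of -0.029, and 1 probe that differed between OCT4 and SOX2.

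Without the filter on dim probes, more tests were adjusted for, and 385 probes were higher and 314 lower in the NANOG knock-down, 218 were higher in all 3, and 53 had opposite calls. The correlations, which include undetected probes there and over all probes alike, were 0.975 for mock and OCT4, 0.974 for mock and SOX2, 0.980 for OCT4 and NANOG, 0.979 for NANOG and SOX2, and 0.993 for mock and NANOG, and 0.9986 for OCT4 and SOX2. On only the probes detected on every array, 173 probes were lower in all 3, the correlations were 0.943 for mock and OCT4, 0.943 for mock and SOX2, 0.953 for OCT4 and NANOG, and 0.952 for NANOG and SOX2, and the interferon medians were 0.46, -0.057, and 0.56 in the order OCT4, NANOG, SOX2. On the values of the series matrix, the means of the conditions as the authors processed them, these medians were 0.42, -0.082, and 0.56 and the correlations 0.944 for mock and OCT4, 0.944 for mock and SOX2, 0.954 for OCT4 and NANOG, and 0.953 for NANOG and SOX2. Linear signals gave correlations of 0.970 for mock and OCT4, 0.970 for mock and SOX2, 0.974 for OCT4 and NANOG, 0.974 for NANOG and SOX2, and 0.992 for mock and NANOG, and Spearman's coefficient was 0.924 for mock and OCT4, 0.924 for mock and SOX2, 0.938 for OCT4 and NANOG, 0.936 for NANOG and SOX2, and 0.978 for mock and NANOG.

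A fit of only the 2 conditions compared, which has fewer arrays to estimate the spread, gave 346 higher and 298 lower probes in the NANOG knock-down, 188 higher in all 3, 51 with opposite calls, and 1 that differed between OCT4 and SOX2. The methods' t-test with an adjusted p gave 144 and 147 for the NANOG knock-down, 1207 higher in OCT4 and SOX2, 71 higher and 97 lower in all 3, 28 with opposite calls, and 1 between OCT4 and SOX2. With its unadjusted p, the last number was 33. It was 107 at an unadjusted limma p under 0.01, 7 at an adjusted p under 0.05, and 1 with an intensity trend and robust spread.

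A minimum change of 2-fold leaves fewer probes by construction: 1056 higher and 433 lower for OCT4, 236 and 164 for NANOG, 1060 and 445 for SOX2, 950 and 402 shared by OCT4 and SOX2, 110 and 98 by all 3, 1253 between OCT4 and NANOG, and 15 with opposite calls. Without a minimum, 2264, 1003, and 2082 probes were lower with OCT4, NANOG, and SOX2 silenced, 1124 higher with NANOG silenced, 1893 lower in OCT4 and SOX2, 637 higher and 552 lower in all 3, 4657 differed between OCT4 and NANOG, and 220 had opposite calls.

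The share of the probes called lower in the OCT4 and not in the SOX2 knock-down that were negative in the latter, 99.4%, was 96.6% with a floor of 10 and 100% without scaling, with either 75th percentile, with normexp, with rank-invariant probes among all probes, with a floor of 40, without the filter, on probes detected on every array, in the fit of 2 conditions, with both forms of the t-test, and with a 2-fold minimum. Its probes differ between these settings.

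With each array left out in turn, this share ranged from 97.4 to 100%, the correlation of mock and SOX2 from 0.939 to 0.941, and the number of probes that differ between OCT4 and SOX2 from 0 to 4. The last was 3, 4, and 3 without SOX2 arrays 1, 2, and 3, it was 1 without mock array 2, OCT4 array 1, or OCT4 array 3, and 0 without any other array. The counts of the other comparisons stayed within 1.5 times those from all arrays. Of 735 results of single genes, 581 of them called, 19 lost their call at least once and 23 gained one, and none reversed.

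Of these 735 results, quantile normalization took 10 calls away and added 24, no scaling 71 and 21, normexp 37 and 3, the floor of 10 4 and 12, rank-invariant probes among all probes 5 and 9, and the 75th percentile over all probes 6 and 11. The floor of 40 took 47 away, no filter 30, the fit of 2 conditions 20, and the methods' t-test 20 at an unadjusted and 77 at an adjusted p, and these 5 settings added 0. The replicate block changed 0 of them.

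The replicate block is not given beside the results, since nothing shows that equal replicate numbers pair the arrays of different conditions. Over 18 pairings of equal numbers, residuals correlated between -0.31 and 0.31, with a median of -0.023 and 4 above 0.1. With this block, 2091 probes were higher and 1065 lower with OCT4 silenced, 629 and 511 with NANOG silenced, 2076 and 999 with SOX2 silenced, and 0 differed between OCT4 and SOX2 by limma, with 1196 at an unadjusted p under 0.05 (33 by the methods' t-test at its unadjusted p). A block of chips or scans was not run, because the files name none.

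Signal over background limits what dim probes can show. With backgrounds of 93.5 to 119 and a floor of 20, changes of probes that reach the floor are lower bounds, and between 663 and 1190 of the 12374 tested probes were at the floor on an array.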

Differences from the paper's values

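Of 289 values of the paper that were set beside those computed here (21 in Table 1, 193 in Table 2, 8 in the text, 2 in the notes of Table 3, 4 in Fig. 2A, 3 in Fig. 2B, 10 in Fig. 3A, 3 in Table S1, and 45 in Additional file 6), 5 differed by more than the spread and 1.5 times. The alternatives named below were set before the data were examined, apart from 3 scalings named as chosen after the values were seen.

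The paper's text gives 145 genes that are lower in the OCT4 and SOX2 but not in the NANOG knock-down and are bound by at least 1 of the 3 factors. Here the number was 96 probes, counted among the probes of Table S1 that the paper lists for the OCT4 knock-down. The difference fell within 1.5 times with quantile normalization (103), 75th percentile scaling (98), a floor of 10 (98), no filter on dim probes (100), a fit of only the 2 conditions compared (107), and both forms of the methods' t-test (98), and without mock array 2, OCT4 array 3, or NANOG arrays 1, 2, or 3. It did not without scaling (35), with normexp and quantile normalization, a floor of 40, probes detected on every array, the replicate block, an intensity trend, other limits on p or fold change, or without the other arrays. Over these alternatives the number ranged from 35 to 107. Of the scalings chosen after the values were seen, the factors of the authors (97) and the 75th percentile over all probes (99) came within 1.5 times too, and left uncalled 8 and 142 of the 1073 probes that the paper lists as lower with OCT4 silenced, against 113 in the setting used. Rank-invariant probes among all probes (84) did not. Counting probes that were lower in the NANOG knock-down too gave 148.

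For probes higher in all 3 knock-downs, the paper's Fig. 2A shows about 210, read by eye, and 356 were found here. The values were within 1.5 times of each other with quantile normalization, normexp and quantile normalization (142), a floor of 40, no filter on dim probes (218), probes detected on every array, the fit of only the 2 conditions compared (188), the methods' t-test at an unadjusted p, and without NANOG array 2. They were not with no scaling (862), 75th percentile scaling, a floor of 10, the replicate block, an intensity trend, the methods' t-test with an adjusted p (71), other limits on p or fold change, or without any other array, nor with the 3 scalings chosen after the values were seen (327, 389, and 432).

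As 1 - r, the distance of the mock control and the NANOG knock-down was 0.0169 here and is about 0.007 in the paper's Fig. 2B, read by eye, and the distance between the 2 clusters was 0.0553 here and is about 0.026 there. Both pairs of values were within 1.5 times of each other without the filter on dim probes, on linear signals, and over all probes. Neither was with the other alternatives for scaling, floor, and filter, with the series matrix, with Spearman's coefficient, or with any array left out. The ranges were 0.00727 to 0.0224 and 0.0230 to 0.0693.

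Table S1 of the paper lists 423 probes as higher in the NANOG knock-down, and 656 were called here. The number was within 1.5 times of the paper's with quantile normalization, normexp and quantile normalization (326), a floor of 40, no filter on dim probes (385), probes detected on every array, the fit of only the 2 conditions compared (346), the replicate block (629), the methods' t-test at an unadjusted p, and without mock arrays 2 or 3, OCT4 arrays 1, 2, or 3, NANOG array 2, or SOX2 array 2. It was not with no scaling (1414), 75th percentile scaling, a floor of 10, an intensity trend, the methods' t-test with an adjusted p (144), other limits on p or fold change, or without the other arrays. The factors of the authors, chosen after the values were seen, gave 602, within 1.5 times, and left 3 of the 423 uncalled, against 2 in the setting used. Rank-invariant probes (754) and the 75th percentile (947) over all probes did not come within it.

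Some directions or calls differ from the paper's tables. In Table 1 the paper has LHX5 higher in the SOX2 knock-down, and here its log2 fold change was 0.75 (limma adjusted p 0.0179, not called). It was called without scaling between arrays and without mock array 2 (0.95). For LHX1, the value in the SOX2 knock-down was 0.54 (limma adjusted p 0.0513, not called). It was called under quantile normalization (0.75), with a floor of 10, and without scaling. ID2, at 0.56 in the SOX2 knock-down, was short of 1.5-fold and was called without scaling, without mock array 3 (0.62), and without SOX2 array 1 (0.59). SPRY4, at -0.58 (limma adjusted p 2.33e-05), was short of it as well and was called under quantile normalization (-0.72), 75th percentile scaling (-0.59), and normexp and quantile normalization (-0.60), and without mock array 3 or SOX2 array 3. LEFTB, at -0.54 (limma adjusted p 0.0218), was called under quantile normalization (-0.80). With rank-invariant probes and with the 75th percentile over all probes, both chosen after the values were seen, SPRY4 (-0.66 and -0.67) and LEFTB (-0.62 and -0.63) were called, and 279 and 142 of the 1073 probes that the paper lists as lower with OCT4 silenced were not.

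The paper has DPPA3 as lower in the OCT4 and SOX2 but not in the NANOG knock-down. Of its probes, GI_40548325-S was called lower in the NANOG knock-down (-0.72, limma adjusted p 0.00918) and GI_37543683-S was not (-0.41). The call of the first was not made under quantile normalization, without scaling, with a floor of 10, or without the filter. Nor was it made in the fit of only the 2 conditions compared, with either form of the methods' t-test, or for the mean over both probes. It was also lost with the 75th percentile over all probes (-0.62), chosen after the values were seen. With 1 array left out, the call was kept only without OCT4 array 3, NANOG array 3, or SOX2 array 3 (-0.83 to -0.60 over all 12). HIST1H3J is marked as lower in the NANOG knock-down in Table 2, and its value here was -0.62 (limma adjusted p 0.0167, not called). It was called without NANOG array 3 (-0.82). The paper states that the fall of the histones was not seen with NANOG silenced. Of the 21 histone probes, 16 had a negative log2 fold change there, with a median of -0.32, and 1 was called.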

Other observations

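The tests of the interferon-stimulated genes and of the H2AV probe, and the mock arrays held out in turn, were chosen after the results were seen, as were 3 of the 7 other scalings, namely rank-invariant probes or the 75th percentile over all probes and the factors of the authors.

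For the numbers of probes called higher and lower in each knock-down and for those that differ between OCT4 and NANOG, other splits of the same 6 arrays into 3 and 3 were counted. The real split alone, 1 of 10, gave as many probes in each of these 7 counts, and the other splits gave 0 by limma (at an unadjusted p under 0.05, at most 643, 1146, and 676 for the OCT4, NANOG, and SOX2 knock-downs and 513 for OCT4 against NANOG). With 10 splits, this count alone cannot exclude chance. For OCT4 against SOX2, where 0 probes were called by limma (1298 at an unadjusted p under 0.05), 10 of 10 splits gave as many and other splits gave at most 1. For the shared probes, 100 random regroupings of the arrays were drawn. As many probes as the real 914 lower and 1851 higher in OCT4 and SOX2 were found in 2 of 100 each, the real one included, the other having 926 and 1865. For the 274 lower and 356 higher in all 3 it was 1 of 100 each. These counts argue against arrays that do not differ between the conditions. They set no chance level for the overlaps, since regroupings mix mock and knock-down arrays and leave few calls to share. For all 3 knock-downs the other regroupings gave 0 in either direction.

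More probes were higher than lower in the OCT4 and SOX2 knock-downs (66.3% and 67.4% of the calls). Under 7 other scalings the lowest share over both was 52.3%, under quantile normalization, which forces all arrays onto one distribution and so evens the directions. How far the scaling makes the excess cannot be told apart from a change of the cells in these data, since the OCT4 arrays were also the brightest, with summed intensities of 17098257 to 19594676 before scaling against 12433029 to 13243568 on the mock arrays. A shift of total RNA between the conditions was not tested.

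Between the OCT4 and SOX2 knock-downs, with 0 probes called, there were too few to follow across other scalings. Whether both sets of arrays could be of one and the same condition was tested with the count at an unadjusted p under 0.05: the real split gave 1298 and 2 of 10 splits of the 6 arrays gave as many, the other having 1538. With 10 splits this stays open. The absence of calls at the limits used does not show that there is no difference: 7 probes passed at an adjusted p under 0.05, and 33 with the methods' t-test at an unadjusted p.

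Of the 166 probes called lower in the OCT4 and not in the SOX2 knock-down, 99.4% were negative in the latter. Chance values of the shared mock arrays do raise such a share. With a simulated unchanged SOX2 knock-down it was at most 58.1%, over all simulated probes called lower with OCT4 silenced. These include stronger changes than the 166, so this is no chance level for the 166. With 1 mock array held out for the SOX2 comparison and the other mock arrays used to choose the probes, 153 of 161, 148 of 178, and 150 of 159 probes were negative, against 45.7, 44.6, and 45.6% of all tested probes. This argues against the shared arrays as the whole cause.

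A candidate explanation for changes common to all knock-downs is a response to double-stranded RNA, which the mock control without esiRNA lacks. Of 33 symbols of interferon-stimulated genes, 18.2% (6) were paired with a probe, which is too few to decide. Of these, 2 were higher and 1 lower in the OCT4, 2 and 1 in the NANOG, and 2 and 2 in the SOX2 knock-down, the same numbers adjusted over the list alone. The names come from Table S1, which lists called genes, so the 6 were picked by the study from these arrays. The medians were 0.23, 0.068, and 0.28 in the order OCT4, NANOG, SOX2, and that of NANOG was negative with a floor of 40 (-0.029), on probes detected on every array (-0.057), and on the series matrix (-0.082). None of the 6 was higher in all 3 knock-downs, and IFITM1 was lower in all 3.

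The H2AV probe (GI_41406065-A), listed in the current annotation as H2AZ2 and singled out after its values were seen, was bright on 7 of the 12 arrays (786 to 1775) and at 20 on the other 5. Its log2 fold change was 4.62 with OCT4 silenced (limma adjusted p 0.00334), 4.42 with NANOG silenced (0.00955), and -1.77 with SOX2 silenced (0.188). A batch of arrays that shifts many probes was tested by the number of other probes that separate the same 7 arrays from the other 5, 41 of 12373. The same split with mock array 1 or mock array 3 in place of mock array 2 gave 45 and 34, and the largest gaps were 0.28, 0.23, and 0.24 on the log2 scale, 0 of them past 1.5-fold. A batch that shifts many probes is thus argued against. A variant or a fault of the probe on single arrays was not tested, and no biological explanation was tested, since replicates of the mock control disagree. The histone gene H2AFY (GI_20336745-A), also outside the list, was called lower in the NANOG knock-down only, at -0.79 (limma adjusted p 1.1e-05), and the contrast of OCT4 against NANOG was 0.94.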
